# Effect of CAR activation on selected metabolic pathways in normal and hyperlipidemic mouse livers

**DOI:** 10.1186/1471-2164-10-384

**Published:** 2009-08-19

**Authors:** Tadeja Režen, Viola Tamasi, Anita Lövgren-Sandblom, Ingemar Björkhem, Urs A Meyer, Damjana Rozman

## Abstract

**Background:**

Detoxification in the liver involves activation of nuclear receptors, such as the constitutive androstane receptor (CAR), which regulate downstream genes of xenobiotic metabolism. Frequently, the metabolism of endobiotics is also modulated, resulting in potentially harmful effects. We therefore used 1,4-Bis [2-(3,5-dichloropyridyloxy)] benzene (TCPOBOP) to study the effect of CAR activation on mouse hepatic transcriptome and lipid metabolome under conditions of diet-induced hyperlipidemia.

**Results:**

Using gene expression profiling with a dedicated microarray, we show that xenobiotic metabolism, PPARα and adipocytokine signaling, and steroid synthesis are the pathways most affected by TCPOBOP in normal and hyperlipidemic mice. TCPOBOP-induced CAR activation prevented the increased hepatic and serum cholesterol caused by feeding mice a diet containing 1% cholesterol. We show that this is due to increased bile acid metabolism and up-regulated removal of LDL, even though TCPOBOP increased cholesterol synthesis under conditions of hyperlipidemia. Up-regulation of cholesterol synthesis was not accompanied by an increase in mature SREBP2 protein. As determined by studies in CAR -/- mice, up-regulation of cholesterol synthesis is however CAR-dependent; and no obvious CAR binding sites were detected in promoters of cholesterogenic genes. TCPOBOP also affected serum glucose and triglyceride levels and other metabolic processes in the liver, irrespective of the diet.

**Conclusion:**

Our data show that CAR activation modulates hepatic metabolism by lowering cholesterol and glucose levels, through effects on PPARα and adiponectin signaling pathways, and by compromising liver adaptations to hyperlipidemia.

## Background

The liver is the central organ of metabolic and energy homeostasis. It regulates levels of endogenous metabolites such as glucose, triglycerides and cholesterol, and detoxifies xenobiotics. These endobiotic and xenobiotic metabolic processes are frequently regulated by the same nuclear receptors. CAR, the constitutive androstane receptor, was initially described as a pure xenosensor of the liver. It activates the detoxification system in the presence of drugs and endogenous molecules, such as bile acids and bilirubin. Therefore, CAR activators are used to treat cholestasis and jaundice in humans and mice [1-4]. TCPOBOP (1,4-Bis [2-(3,5-dichloropyridyloxy)]benzene) and phenobarbital, two representative CAR activators, have strong tumor-promoting effects in mice. They increase hepatocyte proliferation, suppress apoptosis [5,6] and through c-Myc and FoxM1 mediated pathways stimulate the proliferative program leading to liver hyperplasia [7]. CAR activators also increase metabolism of the thyroid hormone and thereby affect metabolic homeostasis [4].

The fact that CAR is not only a xenosensor but also has a role in the endogenous liver metabolism has recently been accepted. For example, long-term treatment with phenobarbital lowered plasma glucose levels in non-insulin-dependent diabetic patients [8]. This has been explained by CAR-dependent repression of mouse liver gluconeogenesis through a mechanism involving HNF4α and FoxO1 [9-12]. Phenobarbital also increases serum triglycerides in patients and mice [13-16]. This was recognized as a CAR-dependent effect where the CAR pathway interacts with PPARα signaling, which is crucial for maintenance of liver lipid homeostasis [16]. A PPARα-CAR inverse regulation has been implicated in inhibiting the β-oxidation of fatty acids, and CAR inverse agonists were proposed as potential drugs for non-alcoholic fatty liver disease (NAFLD) [16,17]. Another side-effect of phenobarbital is an increase in total serum cholesterol in humans and rats [14,18], which results in increased the hepatic cholesterol synthesis by an as-yet undetermined mechanism [12,18]. Most recently, CAR activation in mice was shown to decrease circulating HDL, probably by down-regulating *ApoA-I *gene expression [19].

Despite numerous studies regarding the beneficial or harmful roles of activated CAR, little is known regarding the role of CAR and its cross–talks with metabolic processes in the liver of cholesterol fed mice. This study describes the systemic effect of CAR activation by TCPOBOP on the mouse hepatic transcriptome and lipid metabolome in a state of diet-induced hyperlipidemia.

## Results

### Cholesterol homeostasis

#### Effect of TCPOBOP

Treatment of normal chow fed mice with TCPOBOP resulted in lower total serum cholesterol, as a result of reduced LDL- and HDL-cholesterol (Table 1). 

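TCPOBOP, an agonist of the mouse constitutive androstane receptor (CAR), changed 120 of the 277 measured genes in the liver of mice on standard diet, of which 61 rose and 59 fell at an adjusted p under 0.05 from limma. Cyp2b10, a drug-metabolizing cytochrome P450 used as a marker of CAR activation, rose by a log2 fold change of 2.98 (standard error 0.15, adjusted p = 1.10e-12 from limma) and lay above the vehicle mean in 6 of 6 mice. Its paralogs Cyp2b13 and Cyp2b9 rose by 2.76 (standard error 0.18) and 2.20 (standard error 0.15), although cDNAs of this family can bind to each other's probes. Alas1, the rate-limiting enzyme of heme synthesis, rose by 1.70 (standard error 0.23). For 70 of the 120 genes, every TCPOBOP array lay beyond every vehicle array. Chance gives this for 0.216% of unselected genes, a rate that does not apply to genes already called on the same arrays. Of the 120, 7 lay below background in both groups.
Liver RNA of each mouse was labelled with Cy3 and a pooled reference RNA with Cy5, and both were hybridized to a Steroltalk cDNA array with 284 mouse probes for 277 genes in 3 to 6 spots each. The groups were vehicle and TCPOBOP (3 mg/kg) on standard diet with 6 mice each, vehicle on the diet with 1% cholesterol for 1 week with 5 mice, and TCPOBOP on this diet with 6 mice, all killed 24 hours after the injection. Vehicle replicate 2 on cholesterol diet has no deposited scanner values and was left out. The authors deposited the scanner intensity of each spot with its local background, not subtracted or normalized. These intensities were corrected for background with normexp (offset 50), normalized by loess over the mouse spots of each array and averaged over the spots of a probe as the log2 ratio of liver to reference RNA. The brightest probe stood for a gene, and limma compared the groups in 1 fit of all 4. Over these 23 arrays the median signal of the liver channel ran from 157.68 to 297.11, and 62.0% to 79.6% of the mouse probes lay more than 2 SDs above background; the number of arrays limits the precision.
The spot positions are stored in micrometres for 7 of these arrays and in millimetres for 16. Between these 2 batches 0 of the 277 genes differed in limma (16 at an unadjusted p under 0.05). TCPOBOP changed 118 genes on standard diet with the batch as a block, 117 of them among the 120. Within the micrometre arrays, 2 mice per group, 33 changed, and within the millimetre arrays, 4 mice per group, 82.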

The liver transcriptome data as measured by microarrays (Table 2) provide an explanation. 

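On standard diet, the message of Lip1, the lysosomal lipase that splits cholesterol esters, rose with TCPOBOP by a log2 fold change of 0.45 (standard error 0.08, adjusted p = 5.73e-05 from limma), in 6 of 6 mice. Of 12 genes of lipoproteins and lipases, 2 rose (Lip1 and Apoa4), 2 fell (Apoa5 and Apoe) and 8 did not pass the test, with the same counts when adjusted over the list alone. The median log2 fold change of the list, -0.05, differed in sign from its mean of 0.12 and from camera's direction (higher), and camera with its preset correlation of 0.01 gave an adjusted p of 0.932. For Lip1 the value was 0.45 with the batch as a block, 0.46 within the micrometre arrays and 0.45 within the millimetre arrays.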

Up-regulation of the LDL receptor gene (*Ldlr*) and the cholesterol ester-break down enzyme (*Lip1*) reflect higher up-take of LDL particles from blood to the liver. 

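Acat2 fell with TCPOBOP on standard diet by a log2 fold change of -0.35 (standard error 0.11, adjusted p = 0.0157 from limma) and lay below the vehicle mean in 6 of 6 mice. Table 2 describes this probe as acetyl-Coenzyme A acetyltransferase 2, the enzyme that joins acetyl groups at the start of cholesterol synthesis. Soat2, the sterol acyltransferase of the liver, which carries ACAT2 among its synonyms, has a probe of its own that stayed below background on all 12 arrays, so no fold is given for it; it was looked at only after its values had been seen. The Acat2 value was -0.35 with the batch as a block, -0.45 within the micrometre arrays and -0.30 within the millimetre arrays. Its call was lost with median centring and with loess on the spikes.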

At the same time *Acat2*, which is primarily responsible for formation of cholesterol esters destined for VLDL, is down-regulated. Several genes linked to the uptake of HDL to the liver (*Scarb1*), cholesterol efflux to lipid poor apolipoproteins (*Abca1*), or representing parts of either HDL particles or chylomicrons remnants (*Apoa5*, *Apoe*, and *Saa*) were down-regulated. 

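Scarb1, the HDL receptor of hepatocytes, fell with TCPOBOP on standard diet by a log2 fold change of -0.83 (standard error 0.09, adjusted p = 5.39e-08 from limma), in 6 of 6 mice. The serum amyloids, acute phase proteins carried on HDL, had the lowest values of all 277 genes beside Ppp1r3c: -3.55 for Saa2 (standard error 0.74), -3.48 for Saa1 (standard error 0.72) and -3.33 for Saa3 (standard error 0.70), each in 6 of 6 mice, although cDNAs of these paralogs can bind to each other's probes. Apoa5, an apolipoprotein that lowers plasma triglycerides, fell by -0.52 (standard error 0.13, adjusted p = 0.0023 from limma), and Apoe, a ligand for the uptake of remnant particles, by -0.41 (standard error 0.11, adjusted p = 0.00483 from limma). Abca1, which loads cholesterol onto apolipoproteins, had a log2 fold change of -0.36 (standard error 0.17, adjusted p = 0.0862 from limma), in 6 of 6 mice. Of 7 sterol transporters, 1 fell (Scarb1), 0 rose and 6 did not pass the test, over all genes and adjusted over the list alone; Abcg5 and Abcg8 had -0.13 and -0.05 (camera adjusted p = 0.403). Within the micrometre and the millimetre arrays Scarb1 had -0.64 and -0.93, Saa1 -2.25 and -4.10, Apoa5 -0.53 and -0.51 and Apoe -0.36 and -0.43, and with the batch as a block -0.83, -3.48, -0.52 and -0.41. Apoe missed the threshold with the deposited log ratios and with median centring, and Abca1 passed it with both, with loess on the spikes, the replicate block and array weights, and at the paper's threshold.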

Due to higher liver uptake of LDL cholesterol from serum and lower HDL cholesterol efflux, we would expect an increase in total liver cholesterol. In fact, total liver cholesterol has been lowered (Figure 1A, pale grey boxes). Transcriptome data indicated that this may be due to increased bile acid synthesis, but of the alternative pathways (*Cyp27a1*, *Cyp39a1*, *and Cyp7b1*). 

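On standard diet with TCPOBOP, Cyp27a1, the sterol 27-hydroxylase that opens the alternative pathway, rose by a log2 fold change of 0.66 (standard error 0.10, adjusted p = 2.48e-05 from limma), and Cyp39a1, an oxysterol 7α-hydroxylase, by 0.99 (standard error 0.09, adjusted p = 1.47e-08 from limma), each in 6 of 6 mice. Cyp7b1, the other oxysterol 7α-hydroxylase, rose by 0.21 (standard error 0.08, adjusted p = 0.0459 from limma), in 5 of 6 mice. Cyp7a1, the rate-limiting enzyme of the classical pathway, had -0.22 (standard error 0.16, adjusted p = 0.303 from limma). Of 8 genes of bile acid synthesis, 4 rose (these 3 and Cyp46a1, the last above background on 1 of 6 vehicle arrays), 1 fell (Cyp8b1) and 3 did not pass the test, with the same counts when adjusted over the list alone. The list's median was 0.08, its mean differed in sign at -0.03, and camera gave an adjusted p of 0.555. The median was 0.08 with the batch as a block, 0.10 within the micrometre arrays and 0.07 within the millimetre arrays. Cyp7b1 lost its call with the deposited log ratios, with no background correction or plain subtraction, with median centring, loess on the spikes, the median over spots and the replicate block, and without any one of vehicle replicates 1, 2, 3, 5 and 6 on standard diet or TCPOBOP replicates 2, 3, 4, 5 and 6 on standard diet (0.18 to 0.25, adjusted p up to 0.108). From the rises in these enzymes, the paper proposes that bile acid synthesis by the alternative pathways increased and lowered total liver cholesterol (Figure 1A).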

The ratio of C4, an intermediate of the classical CYP7A1 pathway, to liver cholesterol (Figure 1C, pale grey boxes), shows an increase in bile acid synthesis, although RNA measurements did not confirm *Cyp7a1 *up-regulation (RT-PCR – Table 3). RT-PCR analysis reveals considerable inter-individual differences in the level of *Cyp7a1 *expression, resulting in a lack of statistical significance. Down-regulation of *Cyp8b1 *and up-regulation of alternative bile acid synthesis could lead to production of more hydrophilic muricholates and therefore to a potential change in composition of the bile [20]. 

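Cyp8b1, the sterol 12α-hydroxylase needed for cholic acid, fell with TCPOBOP on standard diet by a log2 fold change of -2.04 (standard error 0.31, adjusted p = 1.51e-05 from limma) and lay below the vehicle mean in 6 of 6 mice. The fall was -2.04 with the batch as a block, -2.48 within the micrometre arrays and -1.82 within the millimetre arrays.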

Microarray data also indicate the influence of CAR activation on enterohepatic circulation. As described before, CAR stimulated hepatic export system of bile acids through canalicular (*Abcc2*, *Abcb11*) and basolateral (*Abcc3*) bile acid transporters, but also uptake in the liver (*Slco1a4*) (Table 2). 

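Among 13 transporters of bile acids and xenobiotics, 6 rose with TCPOBOP on standard diet, 4 fell and 3 did not pass the test in limma, with the same counts when adjusted over the list alone. Abcc3, which exports conjugates across the basolateral membrane, rose by a log2 fold change of 1.26 (standard error 0.13, adjusted p = 8.26e-08 from limma), and Abcc2, its canalicular relative, by 0.83 (standard error 0.12, adjusted p = 7.69e-06 from limma). The bile salt export pump Abcb11 rose by 0.37 (standard error 0.08, adjusted p = 0.00114 from limma), and Slco1a4, an organic anion uptake transporter, by 0.94 (standard error 0.14, adjusted p = 9.83e-06 from limma), each in 6 of 6 mice. Abcb1a rose as well, and Slc10a2, below background in the vehicle group, was at least 1.43-fold higher. The sodium-dependent bile acid uptake transporter Slc10a1 fell by 0.28 on the log2 scale, Abcb4, which exports phospholipid into bile, by 0.41, Slco2b1 by 0.33, and Abcc1 by 0.32. The list's median of 0.11 gave a camera adjusted p of 0.454, and was 0.11 with the batch as a block, 0.16 within the micrometre arrays and 0.08 within the millimetre arrays. Abcc1 missed the threshold without any one of vehicle replicates 1 and 5 on standard diet or TCPOBOP replicates 3, 5 and 6 on standard diet (-0.39 to -0.24, adjusted p up to 0.0983 from limma).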

Four genes involved in cholesterol biosynthesis (*Hmgcr*, *Sqle*, *Lss, and Sc5d*) were up-regulated (Table 2 and 3); however, the ratio of lathosterol to cholesterol did not confirm increased cholesterol biosynthesis (Figure 1B, pale grey boxes). 

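With TCPOBOP on standard diet Sqle, which forms squalene epoxide, had a log2 fold change of 0.42 (standard error 0.18, adjusted p = 0.0663 from limma), Lss, which closes the sterol ring, 0.51 (standard error 0.30, adjusted p = 0.178 from limma), and Sc5d, a late desaturase of the pathway, 0.28 (standard error 0.15, adjusted p = 0.152 from limma). Of 18 genes of cholesterol synthesis, 1 rose, 1 fell (Acat2) and 16 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.572). Its genes had a median of 0.25 over all arrays and 0.25 with the batch as a block, and its sign did not hold within batches, at -0.01 within the micrometre arrays and 0.41 within the millimetre arrays. Without TCPOBOP replicate 3 or 5 on standard diet the median was 0.15 or 0.12. Sqle passed the threshold with only the 2 compared groups in the fit, at the paper's threshold, and without any one of vehicle replicate 2 on standard diet or TCPOBOP replicates 1 and 4 on standard diet. Over all arrays left out in turn it had 0.33 to 0.52, with an adjusted p up to 0.166 from limma.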

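Of 9 genes of the SREBP pathway and sterol sensing, 5 rose with TCPOBOP on standard diet (among them Insig1, Insig2 and Mbtps1), 0 fell and 4 did not pass the test in limma, with the same counts when adjusted over the list alone. Insig2, which holds the SREBP precursors in the endoplasmic reticulum, rose by a log2 fold change of 1.84 (standard error 0.13, adjusted p = 1.25e-10 from limma), and Insig1, which does the same, by 0.75 (standard error 0.19, adjusted p = 0.00349 from limma). Mbtps1, the site-1 protease that cleaves the SREBP precursors, rose by 1.48 (standard error 0.14, adjusted p = 2.10e-08 from limma); all 3 lay above the vehicle mean in 6 of 6 mice. In the paper's RT-PCR, TCPOBOP raised the transcript Insig2a and lowered Insig2b on both diets. The Insig2 probe of the array is not named for either of them. Srebf2, which encodes SREBP2, stayed below background on all 12 arrays, so no fold is given for it. Camera gave the list an adjusted p of 0.179. Over the list the median was 0.30 over all arrays and with the batch as a block, 0.15 within the micrometre arrays and 0.31 within the millimetre arrays; Insig2 had 1.79 and 1.87 there, Insig1 0.91 and 0.68, and Mbtps1 1.36 and 1.54.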

Many genes of the SREBP2 signaling pathway, the main regulatory pathway of cholesterol biosynthesis, are up-regulated (*Mbtps1*, *Insig1*, *Insig2*), but not *Srebp2 *itself (Table 3).

**Table 1:** Serum parameters in TCPOBOP treated mice.

**Treatment**	**Vehicle**	**TCPOBOP**	**Vehicle**	**TCPOBOP**
**Diet**	**Standard**	**Standard**	**1% cholesterol**	**1% cholesterol**

Total cholesterol (mmol/L)	3.21 ± 1.52	1.91 ± 0.21*	4.09 ± 0.80*	2.67 ± 0.61^#^
LDL-cholesterol (mmol/L)	0.33 ± 0.05	0.12 ± 0.02*	0.68 ± 0.06*	0.34 ± 0.09^#^
HDL-cholesterol (mmol/L)	1.03 ± 0.05	0.81 ± 0.18*	1.76 ± 0.39*	1.46 ± 0.37
Total triglyceride (mmol/L)	0.54 ± 0.1	0.82 ± 0.12*	1.39 ± 0.43*	1.15 ± 0.25
Glucose (mmol/L)	9.67 ± 0.68	8.59 ± 1.73	12.1 ± 2.16*	10.45 ± 1.83^#^

Serum parameters in mice fed either standard or 1% cholesterol diet and treated either vehicle or TCPOBOP. Each value represents mean ± SD of 6 mice per group. Student t-test was used for calculation of statistical significance (p < 0.05). *Statistical significance compared to vehicle treated group on standard diet. ^#^Statistical significance compared to vehicle treated group on high-cholesterol diet.

**Table 2:** Differentially expressed genes involved in cholesterol homeostasis in mouse liver after TCPOBOP treatment

		**TCPOBOP + normal chow diet**		**Vehicle + cholesterol diet**		**TCPOBOP + cholesterol diet**	
**Gene Symbol**	**Gene Description**	**Log_2 _ratio**	**p-value**	**Log_2 _ratio**	**p-value**	**Log_2 _ratio**	**p-value**

**Cholesterol biosynthesis**							
Sc4mol	Sterol-C4-methyl oxidase-like	nc	nc	-2.50	0.000	1.85	0.001
Cyp51	Cytochrome P450, 51a1	nc	nc	-1.86	0.001	1.27	0.008
Hmgcs1	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	nc	nc	-1.79	0.001	1.20	0.015
Fdps	Farnesyl diphosphate synthase 1	nc	nc	-1.73	0.001	0.99	0.026
Fdft1	Farnesyl diphosphate farnesyl transferase 1, Squalene synthase	nc	nc	-1.69	0.000	1.08	0.006
Nsdhl	NAD(P) dependent steroid dehydrogenase-like	nc	nc	-1.35	0.004	0.99	0.033
Lss	Lanosterol synthase	0.60	0.033	-1.31	0.000	0.81	0.012
Mvd	Mevalonate (diphospho) decarboxylase	nc	nc	-1.27	0.002	0.88	0.017
Mvk	Mevalonate kinase	nc	nc	-1.18	0.001	0.86	0.010
Hmgcr	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	0.99	0.001	-1.14	0.001	1.09	0.008
Sqle	Squalene epoxidase	0.49	0.014	-1.11	0.014	nc	nc
Dhcr24	24-dehydrocholesterol reductase	nc	nc	-0.57	0.019	0.54	0.018
Dhcr7	7-dehydrocholesterol reductase	nc	nc	-0.36	0.049	nc	nc
Idi1	Isopentenyl-diphosphate delta isomerase	nc	nc	0.39	0.003	nc	nc
Sc5d	Sterol-C5-desaturase homolog	0.36	0.029	nc	nc	nc	nc
**SREBP signaling pathway**							
Insig1	Insulin induced gene 1	0.82	0.000	nc	nc	nc	nc
Mbtps1	Membrane-bound transcription factor peptidase, site 1	1.72	0.000	nc	nc	2.06	0.003
Insig2	Insulin induced gene 2	1.94	0.000	0.25	0.038	1.24	0.000
**Bile acid synthesis**							
Cyp8b1	Cytochrome P450, 8b1	-2.16	0.000	nc	nc	-0.67	0.036
Cyp7b1	Cytochrome P450, 7b1	0.21	0.014	nc	nc	nc	nc
Cyp27a1	Cytochrome P450, 27a1	0.73	0.000	nc	nc	0.46	0.028
Cyp39a1	Cytochrome P450, 39a1	1.06	0.000	nc	nc	0.91	0.000
**Lipid transport**							
Apoa5	Apolipoprotein A-V	-0.57	0.013	nc	nc	-0.45	0.039
Apoe	Apolipoprotein E	-0.38	0.019	nc	nc	-0.46	0.022
Ldlr	Low density lipoprotein receptor	0.32	0.017	-0.38	0.037	0.42	0.039
Apoa4	Apolipoprotein A-IV	2.23	0.000	1.09	0.000	1.00	0.001
**Transporters**							
Abca1	ATP-binding cassette, sub-family A (ABC1), member 1	-0.39	0.024	0.18	0.040	-0.38	0.015
Abcb11	ATP-binding cassette, sub-family B (MDR/TAP), member 11	0.46	0.001	0.68	0.000	nc	nc
Abcc2	ATP-binding cassette, sub-family C (CFTR/MRP), member 2	0.92	0.000	nc	nc	0.89	0.000
Slco1a4	Solute carrier organic anion transporter family, member 1a4	1.04	0.000	-0.98	0.000	1.66	0.000
Abcc3	ATP-binding cassette, sub-family C (CFTR/MRP), member 3	1.29	0.000	-0.76	0.003	2.06	0.000
Abcg8	ATP-binding cassette, sub-family G (WHITE), member 8	nc	nc	nc	nc	-1.02	0.006
Abcg5	ATP-binding cassette, sub-family G (WHITE), member 5	nc	nc	nc	nc	-0.87	0.008
Slco2b1	Solute carrier organic anion transporter family, member 2b1	-0.40	0.001	0.25	0.009	nc	nc
**Other**							
Scarb1	Scavenger receptor class B, member 1	-0.87	0.000	0.31	0.003	-0.88	0.000
Acat2	Acetyl-Coenzyme A acetyltransferase 2	-0.31	0.010	nc	nc	-0.33	0.019
Lip1	Lysosomal acid lipase 1	0.49	0.000	0.38	0.002	0.28	0.043
Saa2	Serum amyloid A 2	-3.60	0.000	nc	nc	-3.28	0.001
Saa1	Serum amyloid A 1	-3.52	0.000	nc	nc	-3.22	0.001
Saa3	Serum amyloid A 3	-3.39	0.000	nc	nc	-2.87	0.001

Differentially expressed genes involved in cholesterol homeostasis in mouse liver after TCPOBOP treatment or cholesterol diet as detected by the Steroltalk microarray. Data represent log_2 _ratios of TCPOBOP treated versus vehicle treated on the same diet (standard or cholesterol) and vehicle treated group on cholesterol diet versus standard diet. Six animals per group were used and p-value was calculated using t-test as implemented in BRB-Array Tools. GeneBank accession numbers are available in Additional file 1. nc – no change.

**Table 3:** Expression of genes in wild type mice treated with TCPOBOP as detected by RT-PCR

**Treatment**	**TCPOBOP**	**Untreated**	**TCPOBOP**
**Diet**	**Standard diet**	**1%cholesterol *vs *standard diet**	**1%cholesterol diet**

*Hmgcr*	3.09 ± 2.93*	0.27 ± 0.14*	2.42 ± 0.76*
*Cyp51a1*	1.80 ± 1.49	0.34 ± 0.24*	3.00 ± 1.33*
*Srebp2*	1.18 ± 0.56	0.41 ± 0.11*	1.58 ± 0.47*
*Insig1*	2.66 ± 2.19*	0.96 ± 0.42	1.36 ± 0.53
*Insig2a*	8.34 ± 5.54*	1.43 ± 0.32*	2.78 ± 1.12*
*Insig2b*	0.24 ± 0.11*	0.74 ± 0.20	0.37 ± 0.20*
*Cyp7a1*	1.29 ± 1.74	0.85 ± 0.44	0.81 ± 0.64
*Cyp8b1*	0.34 ± 0.41*	0.69 ± 0.29	0.43 ± 0.22*
*Cyp2b10*	291.4 ± 194.5*	1.04 ± 0.31	135.4 ± 40.5*
*Cyp3a11*	11.17 ± 6.13*	/	10.8 ± 4.98*

The expression of key genes involved in cholesterol homeostasis and drug metabolism as measured by RT-PCR. Data represents fold change ± standard deviation of TCPOBOP treated versus vehicle treated on standard diet, cholesterol diet, and vehicle treated group on cholesterol diet versus standard diet. Six animals per group were analyzed and statistical significance was determined using Student t-test. Unigene symbols are used as abbreviations. *p < 0.05.

**Figure 1:**
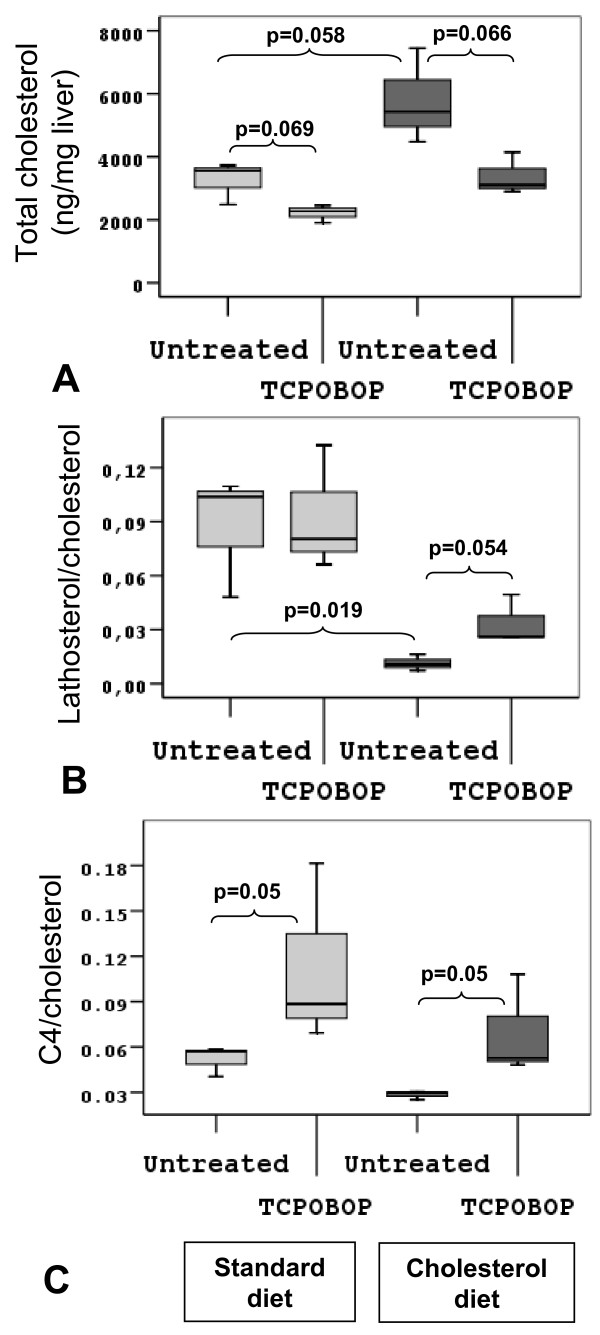
**Liver sterol profiles in TCPOBOP treated mice**. Liver sterol profiles in mice as measured by GC-MS (3 biological samples per group) fed either standard (light box) or 1% cholesterol diet (dark box), and treated either vehicle or TCPOBOP. p-values are indicated between different groups. A. Total liver cholesterol level (ng/mg liver). B. Free lathosterol/total cholesterol level ratio indicates the metabolic rate of liver cholesterol biosynthesis. C. Free C4 (7-α-hydroxy-4-cholestene-3-one)/total cholesterol ratio. C4 is an intermediate in bile acid biosynthesis and shows a metabolic rate of the classical CYP7A1 pathway.

#### Diet-induced hyperlipidemia

One week of 1% cholesterol diet, as expected, increased total cholesterol, HDL-, LDL-cholesterol, total triglycerides and glucose levels (Table 1). The diet also increased total liver cholesterol, resulting in repression of cholesterol biosynthesis observed on the metabolite (Figure 1A and 1B, dark grey boxes), and transcriptome levels (microarrays – Table 2; RT-PCR – Table 3). Also *Srebp2 *and LDL receptor were down-regulated as a result of high liver cholesterol. 

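After 1 week of the cholesterol diet, 40 of 277 genes differed between vehicle treated mice on the 2 diets, 13 higher and 27 lower on the cholesterol diet, at an adjusted p under 0.05 from limma (5 mice against 6). Of 18 genes of cholesterol synthesis, 13 fell, 0 rose and 5 did not pass the test (15 lower and 1 higher when adjusted over the list alone). Sc4mol, the sterol C4-methyl oxidase, fell by a log2 fold change of -2.77 (standard error 0.37, adjusted p = 1.98e-05 from limma), and Cyp51, the lanosterol 14α-demethylase, by -2.10 (standard error 0.36, adjusted p = 2.78e-04 from limma). Farther up the pathway Fdps fell by -1.89 (standard error 0.37, adjusted p = 6.41e-04) in limma, Hmgcs1 by -1.86 (standard error 0.35, adjusted p = 4.89e-04) and Fdft1 by -1.76 (standard error 0.30, adjusted p = 2.08e-04). Lss, Nsdhl, Mvd and Mvk fell by between 1.21 and 1.40 on the log2 scale and Dhcr7 by 0.57, each in 5 of 5 mice, and Sqle, below background on the cholesterol diet, was at least 1.55-fold lower. Idi1 had 0.32 (standard error 0.11, adjusted p = 0.0511 from limma).
Camera called the list lower (adjusted p = 1.11e-09), a call lost with an adjusted p = 0.36 with an estimated correlation. As a group these genes had a median of -1.21 over all arrays, -1.20 with the batch as a block, -0.54 within the micrometre arrays (1 mouse on cholesterol diet and 2 on standard diet) and -1.30 within the millimetre arrays. The micrometre arrays alone called 0 genes in limma (36 of 277 at an unadjusted p under 0.05), the millimetre arrays 31 and the fit with the batch as a block 42, of which 39 are among the 40. Nsdhl (-1.35) missed the threshold without vehicle replicate 6 on cholesterol diet (adjusted p = 0.05 from limma), Dhcr7 and Sqle with the deposited log ratios, and Idi1 passed it with these, with plain background subtraction, loess on the spikes, array weights or dim probes left out, at the paper's threshold, and without vehicle replicates 1 or 3 on cholesterol diet. The paper concludes that the raised liver cholesterol repressed cholesterol synthesis, on the transcript level and in the lathosterol ratio (Figure 1B).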

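On either diet Srebf2 stayed below background in all vehicle treated mice, so no fold is given for it. Insig1, itself a target of SREBP2, had a log2 fold change of -0.46 (standard error 0.20, adjusted p = 0.125 from limma) on the cholesterol diet. Of 9 genes of the SREBP pathway and sterol sensing, 1 fell, 1 rose (Srebf1, below background in both groups) and 7 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.972). The median over these genes was -0.01, -0.00 with the batch as a block, 0.09 within the micrometre arrays and -0.01 within the millimetre arrays. Its sign thus did not hold within batches, but the micrometre arrays hold only 1 vehicle mouse on cholesterol diet.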

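Of 8 genes of bile acid synthesis, 0 rose and 0 fell on the cholesterol diet in limma, over all genes and adjusted over the list alone. At an unadjusted p under 0.05, 3 differed: Cyp8b1, Cyp7b1 and Scp2, a sterol carrier protein. Cyp7a1 had a log2 fold change of -0.23 (standard error 0.17, adjusted p = 0.419 from limma), Cyp27a1 of 0.00 (standard error 0.11, adjusted p = 0.989) and Cyp39a1 of -0.08 (standard error 0.10, adjusted p = 0.687). Cyp8b1 had -0.77 (standard error 0.33, adjusted p = 0.118) and lay below the standard diet mean in 5 of 5 mice, and Cyp7b1 had 0.20 (standard error 0.09, adjusted p = 0.124). The list's median was -0.05, -0.05 with the batch as a block, -0.15 within the micrometre arrays and -0.05 within the millimetre arrays (camera, in the other direction, adjusted p = 0.987). Cyp8b1 passed at the paper's threshold with limma and with the class comparison of the methods, Cyp7b1 with scaling between arrays, array weights, at the paper's threshold in limma and without vehicle replicate 6 on cholesterol diet (0.14 to 0.30 with 1 array left out), and Scp2 with the deposited log ratios and at the paper's threshold.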

No changes were detected in primary, CYP7A1-mediated bile acid synthesis pathway on metabolite (Figure 1C, dark grey boxes) or transcriptome levels. However, bile acid transporters on basolateral and canalicular membranes were up-regulated (*Abcb11*, *Slco2b1*).

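Abcb11 rose on the cholesterol diet by a log2 fold change of 0.49 (standard error 0.09, adjusted p = 3.41e-04 from limma), in 5 of 5 mice. The basolateral uptake transporter Slco2b1 had 0.12 (standard error 0.08, adjusted p = 0.327 from limma). Of 13 transporters of bile acids and xenobiotics, 2 rose (Abcb11 and the uptake transporter Slco1a1, 0.67), 2 fell and 9 did not pass the test in limma, with the same counts when adjusted over the list alone (camera adjusted p = 0.972). The 2 that fell were Slco1a4, which fell by 1.00 on the log2 scale (standard error 0.15, adjusted p = 4.02e-05 from limma), and Abcc3, by -0.89 (standard error 0.14, adjusted p = 9.28e-05). In the 2 batches, micrometre and millimetre, Abcb11 had 0.61 and 0.46, Slco2b1 0.24 and 0.09, Slco1a4 -0.73 and -1.06, and Abcc3 -0.68 and -0.92. With the batch as a block the values were 0.48, 0.12, -0.99 and -0.87.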

#### TCPOBOP in diet-induced hyperlipidemia

TCPOBOP treatment of hyperlipidemic animals has significantly lowered serum total cholesterol levels, by lowering the LDL (Table 1). Liver transcriptome data show up-regulation of LDL-receptor and enzyme for cholesterol ester break-down (*Lip1*), and lower ester formation by *Acat2 *(Table 2). However, levels of HDL-cholesterol remain unchanged (Table 1), even if transcriptome data revealed down-regulation of genes connected to HDL particles (*Scarb1*, *Abca1*, *Apoa5*, *Apoe*, and *Saa*), except for *Apoa4*. 

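In mice on the cholesterol diet (6 mice against 5), Lip1 rose with TCPOBOP by a log2 fold change of 0.29 (standard error 0.08, adjusted p = 0.00624 from limma) and Acat2 fell by -0.33 (standard error 0.12, adjusted p = 0.0323 from limma), in 5 of 6 mice; Soat2 stayed below background on these arrays too. Of 12 genes of lipoproteins and lipases, 2 rose (Lip1 and Apoa4), 2 fell (Apoa5 and Apoe) and 8 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.614). Within the micrometre and the millimetre arrays Lip1 had 0.14 and 0.34, and Acat2 -0.33 and -0.34, and with the batch as a block 0.29 and -0.34. Acat2 missed the threshold with median centring, loess on the spikes, the median over spots and only the 2 compared groups in the fit. It also missed it with the class comparison of the methods at an adjusted p under 0.05. The call was lost as well without any one of vehicle replicates 1 and 6 on cholesterol diet or TCPOBOP replicates 2, 4 and 6 on cholesterol diet (-0.40 to -0.28, adjusted p up to 0.0959 from limma).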

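Scarb1 fell with TCPOBOP on the cholesterol diet by a log2 fold change of -0.77 (standard error 0.09, adjusted p = 4.32e-07 from limma), in 6 of 6 mice, and Apoa5 and Apoe by -0.49 (standard error 0.13, adjusted p = 0.00553) and -0.42 (standard error 0.11, adjusted p = 0.00617) in limma. Saa2 fell by -3.19 (standard error 0.78, adjusted p = 0.00276 from limma), Saa1 by -3.13 (standard error 0.76, adjusted p = 0.00261 from limma) and Saa3 by -2.73 (standard error 0.73, adjusted p = 0.00553 from limma), each in 5 of 6 mice, TCPOBOP replicate 3 being the exception. Apoa4, an apolipoprotein of HDL and chylomicrons, rose by 0.98 (standard error 0.21, adjusted p = 8.88e-04 from limma), in 6 of 6 mice. Abca1 had -0.35 (standard error 0.17, adjusted p = 0.124 from limma). In the order Scarb1, Apoa5, Apoe, Saa1 and Apoa4, the values were -0.75, -0.50, -0.47, -4.13 and 0.59 within the micrometre arrays, -0.80, -0.46, -0.40, -2.82 and 1.10 within the millimetre arrays, and -0.79, -0.49, -0.42, -3.19 and 0.97 with the batch as a block. Apoa5 missed the threshold with the deposited log ratios and Apoe with median centring, while Abca1 passed it with median centring, loess on the spikes and the replicate block and without TCPOBOP replicate 3 on cholesterol diet (-0.45).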

TCPOBOP lowered the total liver cholesterol of cholesterol-fed mice back to pre-diet levels (Figure 1A, dark grey boxes). This result indicates that TCPOBOP can induce removal of excess dietary cholesterol from the liver and serum in mice. We again see increased primary CYP7A1 pathway of bile acid synthesis on the metabolite level, as indicated by C4 and cholesterol ratio (Figure 1C, dark grey boxes), and no change in expression of *Cyp7a1 *(Table 3). We also see an increase in alternative bile acid synthesis pathways (*Cyp27a1*, *Cyp39a1*), and down-regulation of *Cyp8b1*, all leading to possible formation of more hydrophilic muricholic bile acids. 

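On the cholesterol diet, TCPOBOP raised Cyp27a1 by a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.00129 from limma) and Cyp39a1 by 0.76 (standard error 0.10, adjusted p = 1.52e-06 from limma), in 6 of 6 and 6 of 6 mice. Cyp7a1 had -0.05 (standard error 0.17, adjusted p = 0.893 from limma), Cyp8b1 -0.52 (standard error 0.33, adjusted p = 0.217 from limma), in 5 of 6 mice below the vehicle mean, and Cyp7b1 0.21 (standard error 0.09, adjusted p = 0.066 from limma). Of 8 genes of bile acid synthesis, 3 rose (Cyp27a1, Cyp39a1 and Cyp46a1, the last below background with vehicle and at least 1.08-fold higher), 0 fell and 5 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.574). The difference between the diets in the effect of TCPOBOP on Cyp8b1 was 1.52 (standard error 0.45, adjusted p = 0.0832 from limma) and did not pass the threshold. The list's genes had a median of 0.08, 0.08 with the batch as a block, -0.04 within the micrometre arrays and 0.17 within the millimetre arrays. Its sign thus did not hold within batches, but the micrometre arrays hold only 1 vehicle mouse on this diet. Cyp8b1 passed the threshold without vehicle replicate 4 on cholesterol diet (-0.81), and Cyp7b1 at the paper's threshold in limma and without vehicle replicate 1 on cholesterol diet or TCPOBOP replicate 1 on cholesterol diet (0.10 to 0.26 with 1 array left out).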

Down-regulation of cholesterol transporter from liver to bile (*Abcg5/Abcg8*) is also observed, again potentially affecting the composition of the bile (Table 2). 

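Abcg8 and Abcg5 form the canalicular pump that moves cholesterol into bile. They fell with TCPOBOP on the cholesterol diet by a log2 fold change of -0.99 (standard error 0.26, adjusted p = 0.00553 from limma) and of -0.85 (standard error 0.24, adjusted p = 0.00784 from limma), each in 6 of 6 mice. Of 7 sterol transporters, 3 fell (Abcg5, Abcg8 and Scarb1), 0 rose and 4 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.0602). In vehicle treated mice the diet changed 0 of the 7 in limma, over all genes and adjusted over the list alone (3 at an unadjusted p under 0.05; camera adjusted p = 0.318), and gave Abcg5 0.55 (standard error 0.24, adjusted p = 0.125 from limma) and Abcg8 0.56 (standard error 0.26, adjusted p = 0.16 from limma). With the batch as a block TCPOBOP gave Abcg5 -0.82 and Abcg8 -0.97. Within the micrometre arrays, with 1 vehicle mouse, the relation did not hold, at 0.01 for Abcg5 and -0.08 for Abcg8, and within the millimetre arrays the values were -1.09 and -1.29. Abcg5 passed on the diet at the paper's threshold in limma and without vehicle replicate 1 on cholesterol diet (0.74). With TCPOBOP both calls were lost with the class comparison of the methods at an adjusted p under 0.05.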

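Of 18 genes of cholesterol synthesis, 12 rose with TCPOBOP in mice on the cholesterol diet, 2 fell and 4 did not pass the test in limma, with the same counts when adjusted over the list alone (6 mice against 5). Sc4mol rose by a log2 fold change of 1.97 (standard error 0.37, adjusted p = 2.28e-04 from limma), Cyp51 by 1.34 (standard error 0.36, adjusted p = 0.00597 from limma) and Hmgcs1 by 1.29 (standard error 0.35, adjusted p = 0.00577 from limma), each in 6 of 6 mice. Fdft1, Fdps, Nsdhl, Mvd, Mvk and Lss rose by between 0.82 and 1.10, and Sqle, below background in the vehicle group, was at least 1.37-fold higher. Acat2 and Idi1, the isopentenyl diphosphate isomerase, fell, Idi1 by -0.36 (standard error 0.11, adjusted p = 0.0119 from limma). The mean log2 ratio to the reference pool over the list was -0.87 ± 0.38 (SD, n = 5) with vehicle and -0.16 ± 0.39 (SD, n = 6) with TCPOBOP on the cholesterol diet, against 0.21 ± 0.23 (SD, n = 6) with vehicle on standard diet.
Camera called the list higher (adjusted p = 0.0329), a call lost with an adjusted p = 0.685 with an estimated correlation. Over the list the median was 0.86 over all arrays, 0.85 with the batch as a block (10 genes higher), -0.04 within the micrometre arrays, where 0 genes of the list passed in limma, and 1.10 within the millimetre arrays (12 genes higher). The micrometre arrays hold 1 vehicle mouse on cholesterol diet, replicate 1, whose list mean of -0.26 was the highest of the 5 vehicle mice, the next being -0.87; within these arrays Sc4mol had -0.07, Cyp51 -0.14, Hmgcs1 -0.08, Fdps -0.26, Fdft1 -0.25, Mvd -0.20, Nsdhl -0.21 and Mvk -0.02. Lss (0.69 to 0.98, adjusted p up to 0.106) missed the threshold without any one of vehicle replicates 3, 4, 5 and 6 on cholesterol diet or TCPOBOP replicates 1, 3, 4 and 5 on cholesterol diet, Nsdhl (0.77 to 1.26, up to 0.132) without any one of vehicle replicates 3, 5 and 6 on cholesterol diet or TCPOBOP replicates 1, 4 and 5 on cholesterol diet, and Fdps (0.84 to 1.35, up to 0.0899) without any one of vehicle replicates 3 and 6 on cholesterol diet or TCPOBOP replicates 1, 4 and 5 on cholesterol diet. Lss and Nsdhl missed it also with the batch as a block, median centring and only the 2 compared groups in the fit, and Fdps with the latter. Idi1 missed it with the deposited log ratios, median centring, loess on the spikes and only the 2 compared groups in the fit. With the class comparison of the methods at an adjusted p under 0.05, Cyp51 and Idi1 missed it.

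**Figure D1:**
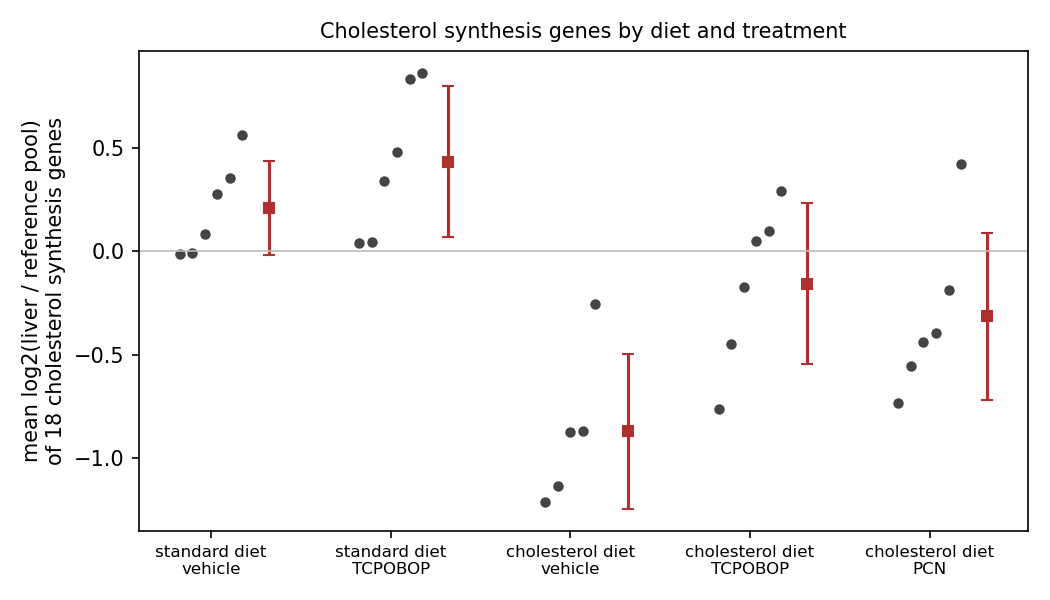
Mean log2 ratio of liver to reference RNA over the 18 measured cholesterol synthesis genes, 1 dot per array in each of the 5 groups on the first reference pool; the square and bar give the mean ± SD. The vehicle group on the cholesterol diet has the lowest mean, at -0.87 ± 0.38 (SD, n = 5). Its mice run from -1.21 to -0.26 and overlap those with TCPOBOP (down to -0.76) and PCN (down to -0.73) on this diet.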

Controversially, under these high-cholesterol conditions, TCPOBOP has up-regulated the liver cholesterol synthesis as measured by lathosterol and cholesterol ratio (Figure 1B, dark grey boxes) and transcriptome levels (microarrays – Table 2; RT-PCR – Table 3).

*In summary *(Figure 2), CAR activation by TCPOBOP leads to lower total serum cholesterol due to activation of the LDL uptake from the circulation and repression of HDL export. The paradoxical drop in liver cholesterol can be explained by activation of the bile acid synthesis and activated pathways for bile efflux from the liver, enabling removal of excess liver cholesterol. 

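The paper proposes that activated bile acid synthesis and bile efflux can explain the lower liver cholesterol. On the cholesterol diet, 5 of 13 transporters of bile acids and xenobiotics rose with TCPOBOP (Abcc3, Slco1a4, Abcc2, Abcb1a and Slc10a2), 1 fell (Slco1a1, by 0.57 on the log2 scale) and 7 did not pass the test, with the same counts when adjusted over the list alone. Abcc3 rose by a log2 fold change of 2.02 (standard error 0.14, adjusted p = 9.73e-11 from limma), Slco1a4 by 1.54 (standard error 0.15, adjusted p = 1.81e-08 from limma) and Abcc2 by 0.92 (standard error 0.13, adjusted p = 5.14e-06 from limma), each in 6 of 6 mice. Abcb11 had 0.16 (standard error 0.09, adjusted p = 0.169 from limma). The list's median of 0.16 gave a camera adjusted p of 0.14. It was 0.16 with the batch as a block. Within the micrometre arrays, which hold 1 vehicle mouse on this diet, it was -0.01. Within the millimetre arrays it was 0.21, so its sign did not hold within batches. Within them Abcc3 had 1.64 and 2.14, Slco1a4 1.21 and 1.63, and Abcc2 0.94 and 0.85.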

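Of 27 genes lower on the cholesterol diet, 20 were higher with TCPOBOP on this diet in limma, where independent lists would share 6.24, and of 13 genes higher on the diet, 8 were lower with TCPOBOP, where independent lists would share 1.88. Among the 8 were C9, Cyp2c40, Cyp4f14, Igf1, Irs2, Slco1a1 and Srebf1, of which Irs2 and Srebf1 lie below background. Apoa4 and Mlxipl rose in both comparisons, and 0 genes fell in both. The same vehicle mice on cholesterol diet stand in both comparisons with opposite signs, which alone makes the changes run opposite. Across the 277 genes, which are not independent replicates, Pearson's r between the 2 sets of log2 fold changes was -0.422, against a mean of -0.524 in 1000 simulations of unchanged groups; the covariance was -0.131, against -0.0153. With the vehicle group split so that no mouse stood in both, r was -0.359 on average over 10 splits (-0.464 to -0.210) and the covariance -0.115. Within the micrometre arrays r was -0.274.
Compared with vehicle on standard diet directly, mice with TCPOBOP on the cholesterol diet differed in 86 genes, 48 higher and 38 lower in limma. Of the 18 cholesterol synthesis genes 2 were lower in that comparison (Acat2 and Dhcr7), 0 were higher and 16 did not pass the test; 0 passed when adjusted over the list alone, and camera gave an adjusted p of 0.0747. Cyp51 had -0.76 (standard error 0.35, adjusted p = 0.105 from limma) and Sc4mol -0.79 (standard error 0.35, adjusted p = 0.0925 from limma). As a group these genes had a median of -0.35 over all arrays, -0.35 with the batch as a block, -0.59 within the micrometre arrays and -0.27 within the millimetre arrays.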

Even if the cholesterol diet leads to increased serum and liver cholesterol and the expected decrease in cholesterol synthesis capacity, TCPOBOP is able to reverse these processes. 

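TCPOBOP changed 104 of 277 genes in mice on the cholesterol diet, 64 higher and 40 lower, at an adjusted p under 0.05 from limma. Beyond the Cyp2b family (Cyp2b10 3.15, Cyp2b13 2.98 and Cyp2b9 2.37), the largest rises were those of Alas1, by 2.08 (standard error 0.24), and of Abcc3 and Sc4mol. Next came Cyp26a1, which clears retinoic acid, with 1.85 (standard error 0.22), and Cyp3a13 with 1.80 (standard error 0.14). With the batch as a block 100 genes changed (99 among the 104), within the micrometre arrays 25 and within the millimetre arrays 86. At the threshold of the methods, an unadjusted p under 0.05 with a false discovery rate under 0.16, limma called 136 genes for TCPOBOP on standard diet, 78 for the cholesterol diet and 127 for TCPOBOP on the cholesterol diet.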

A list of all differentially expressed genes is available in Additional file 1 and Additional file 2 is a more detailed figure depicting TCPOBOP effects on mouse liver under normal and 1% cholesterol-containing diet.

**Figure 2:**
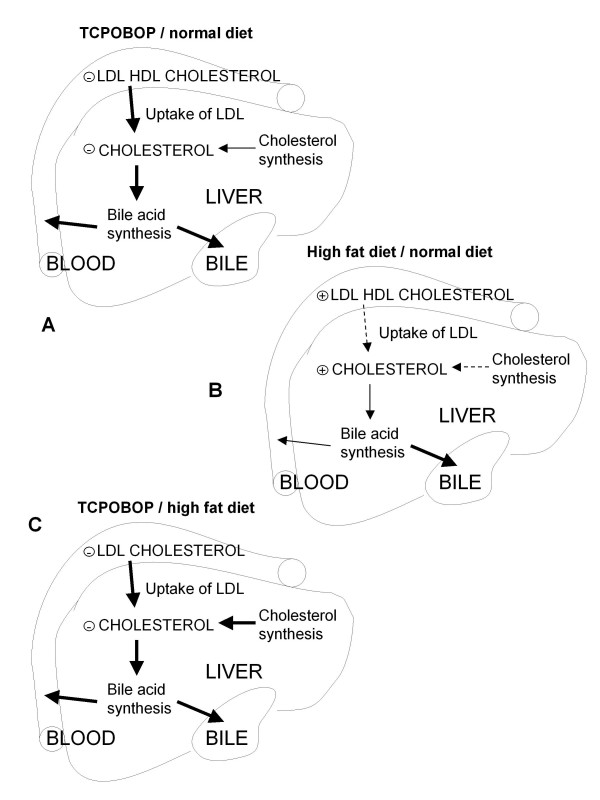
**Effects of TCPOBOP and cholesterol diet on liver cholesterol homeostasis**. Effects of TCPOBOP and cholesterol diet on liver cholesterol metabolism. A. Effects of TCPOBOP in conditions of normal diet. B. Effects of 1 week 1% cholesterol diet. C. Effects of TCPOBOP in conditions of high-cholesterol diet. Bold solid arrow – increase, solid arrow – no change, dashed arrow – decrease.

### Triglyceride and glucose metabolism

#### The role of TCPOBOP

The xenobiotic increased total serum triglycerides, but had no effect on glucose levels (Table 1). Transcriptome data are in agreement with elevated triglycerides (Table 4). They indicate up-regulation of fatty acid synthesis (*Fasn*) and ketogenesis (*Hmgcl*), down-regulation of degradation of fatty acids (*Cpt1a*), and up-regulation of the gene responsible for the formation of acetyl-CoA (*Pdhb*), a substrate for cholesterol and fatty acid synthesis. 

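Fasn, the fatty acid synthase, had a log2 fold change of 0.52 (standard error 0.23, adjusted p = 0.0705 from limma) with TCPOBOP on standard diet, in 5 of 6 mice above the vehicle mean. Pdhb, a subunit of pyruvate dehydrogenase, rose by 0.53 (standard error 0.07, adjusted p = 2.02e-06 from limma), in 6 of 6 mice. Cpt1a, which admits fatty acids to the mitochondria, fell by -0.85 (standard error 0.15, adjusted p = 6.83e-05 from limma), in 6 of 6 mice. Of 4 genes of fatty acid synthesis and desaturation, 1 rose (Mlxipl), 0 fell and 3 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.454). In the 2 batches, micrometre and millimetre, Fasn had 0.29 and 0.64, Pdhb 0.47 and 0.57 and Cpt1a -0.87 and -0.83, and with the batch as a block 0.52, 0.53 and -0.85. Fasn passed the threshold with the class comparison of the methods, only the 2 compared groups in the fit, the replicate block, array weights and at the paper's threshold, and without TCPOBOP replicate 4 on standard diet (0.63).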

Synthesis of hepatic glycogen is down-regulated (the most down-regulated gene was *Ppp1r3c*, which is imperative for expression of glycogenic enzymes). This also holds for gluconeogenesis (*Pck1*), while glucose transport (*Slc2a1*, increased; and *Slc2a4*, decreased) is modulated. 

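Ppp1r3c, the subunit that directs protein phosphatase 1 to glycogen, fell with TCPOBOP on standard diet by a log2 fold change of -3.34 (standard error 0.18, adjusted p = 2.01e-12 from limma), in 6 of 6 mice. Its mean log2 ratio to the reference pool was -2.53 ± 0.27 (SD, n = 6) in TCPOBOP treated mice. It had the lowest adjusted p among the genes that fell. With the batch as a block it fell by the same value, within the micrometre arrays by -3.45 and within the millimetre arrays by -3.29.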

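Pck1, the enzyme that commits carbon to gluconeogenesis, fell with TCPOBOP on standard diet by a log2 fold change of -0.49 (standard error 0.17, adjusted p = 0.0209 from limma), in 6 of 6 mice. The glucose transporter Slc2a1 rose by 0.34 (standard error 0.05, adjusted p = 1.62e-05 from limma), and the insulin-responsive glucose transporter Slc2a4 fell by -0.34 (standard error 0.08, adjusted p = 0.00102 from limma). G6Pase, the last step of glucose output, had -0.49 (standard error 0.29, adjusted p = 0.191 from limma). Among the 9 genes of gluconeogenesis, glycolysis and glycogen, 2 rose (Pdhb and Slc2a1), 3 fell (Pck1, Ppp1r3c and Slc2a4) and 4 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.561). The median over these genes was -0.24, -0.24 with the batch as a block, -0.06 within the micrometre arrays and -0.17 within the millimetre arrays. Pck1 missed the threshold with the deposited log ratios, median centring and loess on the spikes. It also missed it with the class comparison of the methods at an adjusted p under 0.05. The call was lost as well without any one of vehicle replicate 6 on standard diet or TCPOBOP replicates 2 and 3 on standard diet (-0.58 to -0.40, adjusted p up to 0.0609 from limma).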

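On standard diet, TCPOBOP lowered Cebpa, a transcription factor of the mature hepatocyte, by a log2 fold change of -1.21 (standard error 0.12, adjusted p = 4.80e-08 from limma), the growth factor Igf1 by -1.13 (standard error 0.14, adjusted p = 1.33e-06 from limma) and the adiponectin receptor Adipor2 by -0.91 (standard error 0.13, adjusted p = 4.00e-06 from limma), each in 6 of 6 mice. Ppara, the receptor that drives fatty acid oxidation, fell by -0.69 (standard error 0.13, adjusted p = 1.42e-04 from limma), the deacetylase Sirt1 by -0.32 (standard error 0.07, adjusted p = 0.00114 from limma) and the adipogenic receptor Pparg by -0.31 (standard error 0.09, adjusted p = 0.00691 from limma). Foxa2 had -0.19 (standard error 0.10, adjusted p = 0.125 from limma). Mlxipl, the glucose-sensing activator of lipogenic genes, rose by 0.81 (standard error 0.10, adjusted p = 1.16e-06 from limma), in 6 of 6 mice. Of 12 liver-enriched transcription factors, 2 rose (Mlxipl, and Foxa1 below background in both groups), 3 fell and 7 did not pass the test, and of 10 genes of insulin, adiponectin and growth signalling, 2 rose (Adipor1 and Mapk8), 3 fell and 5 did not pass (4 lower when adjusted over the list alone; camera adjusted p = 0.467 and 0.523). Within the micrometre and the millimetre arrays Cebpa had -1.02 and -1.30, Igf1 -1.10 and -1.15, Adipor2 -0.92 and -0.90, Ppara -0.45 and -0.82 and Mlxipl 0.73 and 0.85, and with the batch as a block each had its value over all arrays. Pparg missed the threshold with loess on the spikes, Adipor1 with the deposited log ratios, plain subtraction, median centring and loess on the spikes, and Foxa2 passed it with array weights and without vehicle replicate 6 on standard diet (-0.25).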

Several genes involved in the regulation of glucose and fatty acid homeostasis were down-regulated (*Adipor2*, *Foxa2*, *Sirt1*, *Cebpa*, *Igf1*, *Ppara*, *Pparg*), but *Chrebp *(*Mlxipl*) was up-regulated.

**Table 4:** Differentially expressed genes involved in glucose and triglyceride metabolism in mouse liver after TCPOBOP treatment

		**TCPOBOP + normal chow diet**		**Vehicle + cholesterol diet**		**TCPOBOP + cholesterol diet**	
**Gene Symbol**	**Gene Description**	**Log_2 _ratio**	**p-value**	**Log_2 _ratio**	**p-value**	**Log_2 _ratio**	**p-value**

**Carbohydrate metabolism**							
Pck1	Phosphoenolpyruvate carboxykinase 1, cytosolic	-0.47	0.042	nc	nc	-0.39	0.039
Pdhb	Pyruvate dehydrogenase (lipoamide) beta	0.61	0.000	0.33	0.005	0.43	0.014
G6Pase	Glucose-6-phosphatase catalytic	nc	nc	1.00	0.005	-1.26	0.000
Gapdh	Glyceraldehyde-3-phosphate dehydrogenase	nc	nc	0.49	0.016	nc	nc
**Fatty acid metabolism**							
Cpt1a	Carnitine palmitoyltransferase 1a, liver	-0.81	0.000	nc	nc	-0.38	0.004
Hmgcl	3-hydroxy-3-methylglutaryl-Coenzyme A lyase	0.31	0.008	-0.53	0.001	0.64	0.003
Fasn	Fatty acid synthase	0.58	0.007	nc	nc	nc	nc
Scd1	Stearoyl-Coenzyme A desaturase 1	nc	nc	1.40	0.004	-1.32	0.018
Cyp4f14	Cytochrome P450, 4f14	nc	nc	0.98	0.000	-0.72	0.000
**Transcription regulators**							
Cebpa	CCAAT/enhancer binding protein (C/EBP), alpha	-1.17	0.000	nc	nc	-0.99	0.000
Sirt1	Sirtuin 1, silent mating type information regulation 2, homolog 1	-0.40	0.010	nc	nc	nc	nc
Foxa2	Forkhead box A2	-0.22	0.049	nc	nc	nc	nc
Mlxipl	MLX interacting protein-like, old Wbscr14 or Chrebp	0.94	0.000	1.05	0.000	0.32	0.047
Crem	CAMP responsive element modulator	nc	nc	0.35	0.002	-0.35	0.016
Ppara	Peroxisome proliferator activated receptor alpha	-0.84	0.000	0.53	0.035	-0.93	0.000
Pparg	Peroxisome proliferator activated receptor gamma	-0.83	0.005	nc	nc	nc	nc
**Transporters**							
Slc2a4	Solute carrier family 2 (facilitated glucose transporter), member 4	-0.43	0.000	nc	nc	nc	nc
Slc2a1	Solute carrier family 2 (facilitated glucose transporter), member 1	0.37	0.001	nc	nc	0.32	0.011
**Cell signaling**							
Ppp1r3c	Protein phosphatase 1, regulatory (inhibitor) subunit 3C	-3.47	0.000	-0.39	0.015	-2.64	0.000
Igf1	Insulin-like growth factor 1	-1.08	0.000	0.69	0.000	-1.37	0.000
Adipor2	Adiponectin receptor 2	-0.85	0.000	nc	nc	-0.80	0.001

Differentially expressed genes involved in glucose and triglyceride metabolism in mouse liver after TCPOBOP treatment or cholesterol diet as detected by the Steroltalk microarray. Data represent log_2 _ratios of TCPOBOP treated versus vehicle treated on the same diet (standard or cholesterol) and vehicle treated group on cholesterol diet versus standard diet. Six animals per group were used and p-value was calculated using t-test as implemented in BRB-Array Tools. GeneBank accession numbers and are available in Additional file 1. nc – no change.

#### Diet-induced hyperlipidemia

Serum metabolite measurements show that the cholesterol diet increased triglycerides and glucose (Table 1), again in agreement with the liver transcriptome data (Table 4). Strong up-regulation of stearoyl-CoA desaturase 1 (*Scd1*) and *Ppara *was measured, which indicates activation of the PPAR*α *signaling pathway. 

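Scd1, the desaturase that makes oleate, had a log2 fold change of 1.33 (standard error 0.46, adjusted p = 0.0525 from limma) on the cholesterol diet, in 4 of 5 mice above the standard diet mean, and Ppara of 0.39 (standard error 0.13, adjusted p = 0.0525 from limma), in 5 of 5 mice. Of 4 genes of fatty acid synthesis and desaturation, 2 rose, 0 fell and 2 did not pass the test (3 higher when adjusted over the list alone, Scd1 among them). Mlxipl rose by 0.85 (standard error 0.11, adjusted p = 1.15e-05 from limma), in 5 of 5 mice, and Srebf1, a lipogenic transcription factor, was called but lies below background in both groups. Camera called the list higher (adjusted p = 0.0147), which was lost with an adjusted p = 0.36 with an estimated correlation. In the comparison group, vehicle replicate 6 on standard diet stood apart with a list mean of -0.64 and a Scd1 log2 ratio of -1.76 (next lowest -0.82), and Scd1 had 1.13 without it. The list's median was 0.50, 0.50 with the batch as a block, 0.87 within the micrometre arrays and 0.47 within the millimetre arrays; Ppara had 0.40, 0.73 and 0.28. Scd1 passed the threshold with the deposited log ratios, plain background subtraction, loess on the spikes, dim probes left out and the batch as a block, at the paper's threshold, and without vehicle replicate 3 on cholesterol diet (1.70). Ppara passed with plain subtraction, scaling between arrays, dim probes left out and array weights, at the paper's threshold, and without vehicle replicate 6 on standard diet or vehicle replicate 6 on cholesterol diet (0.30 to 0.47 with 1 array left out).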

Up-regulated was also the leukotriene B4 omega-hydroxylase (*Cyp4f14*), indicating an increase in fatty acid metabolism. 

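Cyp4f14 rose on the cholesterol diet by a log2 fold change of 0.81 (standard error 0.10, adjusted p = 1.15e-05 from limma) and lay above the standard diet mean in 5 of 5 mice. The value was 0.81 with the batch as a block, 0.80 within the micrometre arrays and 0.80 within the millimetre arrays.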

Gluconeogenesis (*G6Pase*, *Gapdh*) was up-regulated while ketogenesis (*Hmgcl*) and glycogenesis (*Ppp1r3c*) were down-regulated.

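With the cholesterol diet G6Pase had a log2 fold change of 0.88 (standard error 0.31, adjusted p = 0.0525 from limma), in 5 of 5 mice above the standard diet mean, Gapdh, an enzyme of both glycolysis and gluconeogenesis, 0.40 (standard error 0.22, adjusted p = 0.248 from limma), and Ppp1r3c -0.51 (standard error 0.19, adjusted p = 0.0677 from limma), in 5 of 5 mice below it. Of 9 genes of gluconeogenesis, glycolysis and glycogen, 0 rose and 0 fell in limma; at an unadjusted p under 0.05, 5 differed, and adjusted over the list alone 3 were higher and 1 lower. With the class comparison of the methods at an adjusted p under 0.05, 1 of those named passed (Ppp1r3c). In the 2 batches, micrometre and millimetre, G6Pase had 0.67 and 0.85, Gapdh 0.31 and 0.43 and Ppp1r3c -0.92 and -0.41, and with the batch as a block 0.84, 0.40 and -0.53. G6Pase passed the threshold with the deposited log ratios, plain subtraction, dim probes left out, the median over spots, only the 2 compared groups or all arrays on the same reference in the fit, array weights and at the paper's threshold, and without any one of vehicle replicates 4 and 6 on standard diet or vehicle replicate 1 on cholesterol diet (0.75 to 1.03 with 1 array left out). Ppp1r3c also passed with only the 2 compared groups in the fit, with array weights and at the paper's threshold.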

#### TCPOBOP in diet-induced hyperlipidemia

In mice fed a 1% cholesterol-containing diet, TCPOBOP had no effect on total serum triglycerides but lowered the serum glucose (Table 1). Liver transcriptome analysis (Table 4) indicated up-regulation of the gene involved in formation of acetyl-CoA (*Pdhb*) and ketogenesis (*Hmgcl*), no change in fatty acid synthesis (*Fasn*), and down-regulation of fatty acid metabolism (*Scd1, Cpt1a, Ppara, Cyp4f14*). 

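TCPOBOP on the cholesterol diet raised Pdhb by a log2 fold change of 0.40 (standard error 0.07, adjusted p = 1.75e-04 from limma), in 6 of 6 mice. It lowered Ppara by -0.75 (standard error 0.13, adjusted p = 1.26e-04 from limma), Cyp4f14 by -0.63 (standard error 0.10, adjusted p = 3.76e-05 from limma) and Scd1 by -1.39 (standard error 0.46, adjusted p = 0.0235 from limma), the last in 5 of 6 mice. Fasn had 0.00 (standard error 0.24, adjusted p = 0.991 from limma) and Cpt1a -0.37 (standard error 0.15, adjusted p = 0.0631 from limma), in 6 of 6 mice below the vehicle mean. Of 4 genes of fatty acid synthesis and desaturation, 1 rose (Mlxipl), 2 fell (Scd1, and Srebf1 below background in both groups) and 1 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.614). Within the micrometre and the millimetre arrays Ppara had -1.07 and -0.66, Cyp4f14 -0.60 and -0.63 and Scd1 -0.14 and -1.93, and with the batch as a block -0.76, -0.63 and -1.44. Scd1 missed the threshold with only the 2 compared groups or all arrays on the same reference in the fit. It also missed it with the class comparison of the methods at an adjusted p under 0.05. The call was lost as well without any one of vehicle replicates 5 and 6 on cholesterol diet or TCPOBOP replicates 4 and 5 on cholesterol diet (-1.76 to -1.08, adjusted p up to 0.0776 from limma). Cpt1a passed with the deposited log ratios, plain subtraction, the median over spots, all arrays on the same reference in the fit, the replicate block and the batch as a block, at the paper's threshold, and without vehicle replicate 5 on cholesterol diet (-0.45).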

Glycogen synthesis (*Ppp1r3c*) and gluconeogenesis (*Pck1, G6pase*) were down-regulated and the glucose transporter (*Slc2a1*) up-regulated. 

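Ppp1r3c fell with TCPOBOP on the cholesterol diet by a log2 fold change of -2.51 (standard error 0.19, adjusted p = 4.46e-10 from limma) and G6Pase by -1.24 (standard error 0.31, adjusted p = 0.00309 from limma), each in 6 of 6 mice. Pck1 had -0.37 (standard error 0.17, adjusted p = 0.0951 from limma), in 6 of 6 mice below the vehicle mean. Slc2a1 rose by 0.28 (standard error 0.06, adjusted p = 5.30e-04 from limma), in 6 of 6 mice. Among the 9 genes of gluconeogenesis, glycolysis and glycogen, 2 rose (Pdhb and Slc2a1), 3 fell (G6Pase, Ppp1r3c and the pyruvate kinase Pklr) and 4 did not pass the test (4 lower when adjusted over the list alone; camera adjusted p = 0.424). Its genes had a median of -0.20, -0.20 with the batch as a block, -0.33 within the micrometre arrays and -0.19 within the millimetre arrays; G6Pase had -1.20, -0.91 and -1.26. Pck1 passed at the paper's threshold and without vehicle replicate 1 on cholesterol diet (-0.49).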

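With TCPOBOP on the cholesterol diet, Igf1 fell by a log2 fold change of -1.35 (standard error 0.15, adjusted p = 2.75e-07 from limma), Cebpa by -0.97 (standard error 0.13, adjusted p = 2.96e-06 from limma) and Adipor2 by -0.77 (standard error 0.13, adjusted p = 8.03e-05 from limma), each in 6 of 6 mice. Crem, a regulator of cAMP-responsive genes, fell by -0.26 (standard error 0.09, adjusted p = 0.0258 from limma), in 5 of 6 mice. Mlxipl rose by 0.30 (standard error 0.11, adjusted p = 0.0307 from limma), in 5 of 6 mice, and Foxa2 by 0.34 (standard error 0.10, adjusted p = 0.0118 from limma). Of 10 genes of insulin, adiponectin and growth signalling, 2 rose, 3 fell and 5 did not pass the test, with the same counts when adjusted over the list alone, and of 12 liver-enriched transcription factors, 2 rose, 2 fell and 8 did not pass (3 lower over the list alone; camera adjusted p = 0.444 and 0.614). The latter had a median of 0.01 and a mean of the other sign, -0.07. In the 2 batches, micrometre and millimetre, Igf1 had -1.14 and -1.46, Cebpa -1.32 and -0.85, Crem -0.30 and -0.22 and Mlxipl 0.35 and 0.29, and with the batch as a block -1.37, -0.99, -0.26 and 0.32. Mlxipl missed the threshold with the deposited log ratios, plain subtraction, median centring, loess on the spikes and the median over spots. It also missed it with the class comparison of the methods at an adjusted p under 0.05. The call was lost as well without any one of vehicle replicates 1 and 3 on cholesterol diet or TCPOBOP replicates 2, 4 and 6 on cholesterol diet (0.25 to 0.37, adjusted p up to 0.0846 from limma). Crem missed the threshold with the mean over probes, only the 2 compared groups in the fit, and the class comparison of the methods at an adjusted p under 0.05. Its call was lost as well without any one of vehicle replicates 4 and 6 on cholesterol diet or TCPOBOP replicates 2 and 4 on cholesterol diet (-0.34 to -0.21, adjusted p up to 0.0783 from limma). Foxa2 missed the threshold with the deposited log ratios and median centring.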

Again, genes involved in regulation of liver glucose metabolism (*Igf1, Crem, Cebpa, and Adipor2*) were down-regulated with exception of *Chrebp*, which was up-regulated.

Figure 3 summarizes the observed changes. CAR activation by TCPOBOP results in an increase of serum triglycerides due to increased hepatic fatty acid synthesis and lower fatty acid degradation. Even if the decrease in serum glucose was not statistically significant, reduced hepatic *de novo *glycogen and glucose synthesis is observed. A cholesterol diet leads to increased triglycerides and glucose, due to increased liver fatty acid metabolism, repressed glycogen synthesis and activated gluconeogenesis. TCPOBOP is again able to reverse the effect of the cholesterol diet. 

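In mice with TCPOBOP on the cholesterol diet, compared with vehicle on standard diet, G6Pase had a log2 fold change of -0.36 (standard error 0.29, adjusted p = 0.384 from limma), Scd1 of -0.06 (standard error 0.44, adjusted p = 0.94 from limma), Cyp4f14 of 0.18 (standard error 0.10, adjusted p = 0.171 from limma) and Igf1 of -0.84 (standard error 0.14, adjusted p = 8.76e-05 from limma). Ppp1r3c was lower by -3.03 (standard error 0.18, adjusted p = 1.43e-11 from limma) and Mlxipl higher by 1.15 (standard error 0.10, adjusted p = 8.99e-09 from limma). Of 9 genes of gluconeogenesis, glycolysis and glycogen, 2 were higher in this comparison, 2 lower and 5 did not pass the test, and of 4 genes of fatty acid synthesis and desaturation 1 was higher and 0 lower (2 and 2, and 1 and 0, when adjusted over each list alone). The medians of the 2 lists were -0.01 and 0.09 over all arrays, -0.01 and 0.09 with the batch as a block, -0.14 and 0.43 within the micrometre arrays, and 0.05 and 0.12 within the millimetre arrays. The paper states that serum glucose (Table 1) dropped because gluconeogenesis was repressed and glucose import activated.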

On the level of triglycerides there is no change in the serum and the hepatic fatty acid synthesis pathways are activated and fatty acid degradation repressed. Serum glucose has dropped due to the repressed gluconeogenesis and activated glucose import.

**Figure 3:**
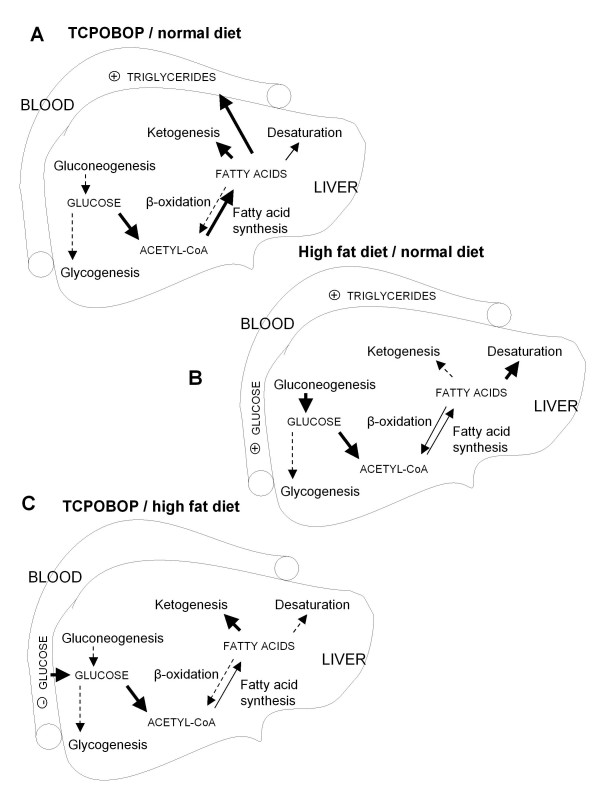
**Effects of TCPOBOP and cholesterol diet on liver glucose and triglyceride metabolism**. Proposed effects of TCPOBOP and cholesterol diet on liver glucose and triglyceride metabolism. A. Effects of TCPOBOP in conditions of normal diet. B. Effects of 1 week 1% cholesterol diet. C. Effects of TCPOBOP in conditions of high-cholesterol diet. Bold solid arrow – increase, solid arrow – no change, dashed arrow – decrease.

### Data mining approaches

*Gene annotations *using GeneCodis and KEGG pathways were used to evaluate the expert knowledge based conclusions described above. For the **TCPOBOP **treatment, an effect of CAR activation on *Adipocytokine*, *PPAR *and *Insulin signaling pathways *has been exposed (Table 5). 

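Each list taken from Table 5 joins here the genes it names for any of its comparisons, so it can exceed those named for a single comparison. Of the 11 genes that Table 5 so places in the Adipocytokine signaling pathway, 3 rose with TCPOBOP on standard diet, 6 fell and 2 did not pass the test in limma (3 and 7 when adjusted over the list alone). Of its 10 genes of PPAR signaling, 1 rose (Cyp27a1) and 6 fell (Apoa5, Cpt1a, Cyp8b1, Pck1, Ppara and Pparg), the same over the list alone. The PPAR genes called here are those that Table 5 names for this comparison. Of its 5 genes of insulin signaling, 3 fell (Pck1, Ppp1r3c and Slc2a4) and 2 did not pass (1 higher and 4 lower over the list alone). The study chose the genes of these lists on the same samples, so their counts are not independent evidence of a direction. Among them the kinase Mapk9 had -0.14 (standard error 0.06, adjusted p = 0.0507 from limma) and the NF-kappaB inhibitor Nfkbia -0.19 (standard error 0.11, adjusted p = 0.173 from limma). Camera gave adjusted p values of 0.0897, 0.0897 and 0.0482, the last lost with an adjusted p = 0.0993 with an estimated correlation. In the same order, the medians were -0.34, -0.40 and -0.34 over all arrays and with the batch as a block, -0.17, -0.33 and -0.21 within the micrometre arrays, and -0.35, -0.37 and -0.35 within the millimetre arrays. Mapk9 passed the threshold with median centring, scaling between arrays, the median over spots, all arrays on the same reference in the fit, the replicate block, the batch as a block, array weights and at the paper's threshold, and without any one of vehicle replicates 5 and 6 on standard diet or TCPOBOP replicates 2 and 3 on standard diet (-0.17 to -0.11 with 1 array left out), and Nfkbia with the class comparison of the methods at the paper's threshold.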

Pathways *Metabolism of xenobiotics by cytochrome P450*, *ABC transporters, Arachidonic acid*, and *Linoleic acid metabolism *were also significant due to TCPOBOP induction of drug metabolism. **Hyperlipidemia **strongly exposed only *Biosynthesis of steroids*. 

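Of 16 genes of xenobiotic phase I metabolism, listed without regard to Table 5, 10 rose with TCPOBOP on standard diet, 2 fell and 4 did not pass the test in limma (3 lower when adjusted over the list alone). Beside the Cyp2b genes, Cyp1a2 rose by a log2 fold change of 1.81 (standard error 0.17, adjusted p = 2.24e-08 from limma) and Cyp3a25 by 1.44 (standard error 0.10, adjusted p = 1.56e-10 from limma), and Cyp2e1, the ethanol-inducible P450, fell by -0.69 (standard error 0.11, adjusted p = 1.51e-05 from limma). Cyp3a11, the main drug-metabolizing P450 of mouse liver, was saturated on all 6 TCPOBOP arrays and at least 1.90-fold higher. Camera called the list higher (adjusted p = 0.00109), which was lost with an adjusted p = 0.202 with an estimated correlation. Of the 9 genes of Table 5 for Metabolism of xenobiotics by cytochrome P450, chosen by the study on these samples and thus not independent evidence, 6 rose and 1 fell (2 over the list alone; camera adjusted p = 7.94e-04, and adjusted p = 0.0774 with an estimated correlation). Cyp2c40 had -0.40 (standard error 0.17, adjusted p = 0.0623 from limma). Of its 8 ABC transporters, 3 rose and 2 fell, the same over the list alone (median -0.09, mean of the other sign 0.15, camera adjusted p = 0.628). The median of the phase I list was 0.98 over all arrays and with the batch as a block, 0.96 within the micrometre arrays and 0.98 within the millimetre arrays, that of the 9 genes 1.44, 1.44, 1.54 and 1.39. Cyp2c40 passed the threshold with plain subtraction, the class comparison of the methods, only the 2 compared groups in the fit, the replicate block, array weights and at the paper's threshold, and without TCPOBOP replicate 6 on standard diet (-0.48).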

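On the cholesterol diet, 12 of the 14 genes that Table 5 places in Biosynthesis of steroids for any comparison fell and 0 rose in limma (12 lower and 1 higher when adjusted over the list alone). With TCPOBOP on this diet 11 rose and 1 fell, the same over the list alone. Of the 14, Sc5d is named there only for TCPOBOP on standard diet. The study chose the 14 genes on the same samples, so the counts are not independent evidence. Camera called the list in both comparisons, lower with an adjusted p = 1.31e-09 (adjusted p = 0.204 with an estimated correlation) and higher with an adjusted p = 0.00618 (adjusted p = 0.384 with an estimated correlation). Of 16 phase I genes, 1 rose on the diet and 4 fell (1 higher and 7 lower over the list alone; camera adjusted p = 0.0914). Cyp3a25 fell by a log2 fold change of -0.80 (standard error 0.11, adjusted p = 2.11e-05 from limma) and Cyp3a13 by -0.72 (standard error 0.14, adjusted p = 5.80e-04 from limma), each in 5 of 5 mice, and Cyp2c40 rose by 0.76 (standard error 0.18, adjusted p = 0.00423 from limma). Cyp2b10 had -0.46 (standard error 0.16, adjusted p = 0.0525 from limma). Of the 10 genes of PPAR signaling that Table 5 names for any comparison, 0 rose and 1 fell (Pparg, by -0.49 (standard error 0.09, adjusted p = 4.89e-04 from limma)). Over the list alone 4 were higher and 2 lower, and camera gave an adjusted p of 0.953. For the diet itself Table 5 names 4 of them, Ppara, Scd1, Scp2 and Apoc3, and not Pparg. Each of these 4 lay above 0 and passed at the paper's threshold in limma. For the steroid list the medians were -1.22 and 0.88 over all arrays, and -1.23 and 0.87 with the batch as a block. They were -0.70 and -0.04 within the micrometre arrays, where the second changed sign, and -1.37 and 1.18 within the millimetre arrays. For phase I on the diet they were -0.42, -0.43, -0.07 and -0.34, with Cyp2c40 at -0.04 within the micrometre arrays. The micrometre arrays hold 1 vehicle mouse on cholesterol diet. Cyp2b10 passed the threshold with no background correction, dim probes left out, all arrays on the same reference in the fit, array weights, at the paper's threshold in limma, and without vehicle replicate 2 on standard diet or vehicle replicate 1 on cholesterol diet (-0.61 to -0.24 with 1 array left out).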

Minor effects were repression of certain enzymes in pathway of *Metabolism of xenobiotics by cytochromes P450*, and importantly, activation of *PPAR signaling pathway*, which is an adaptation to the diet. **TCPOBOP in diet-induced hyperlipidemia **exposed pathway *Biosynthesis of steroids *as a result of up-regulation of cholesterol biosynthesis genes. 

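With TCPOBOP on the cholesterol diet, 1 of the 10 genes of PPAR signaling that Table 5 names for any comparison rose (Cyp27a1), 3 fell (Apoa5, Ppara and Scd1) and 6 did not pass the test in limma. Of the 11 genes of Adipocytokine signaling, 3 rose, 2 fell (Adipor2 and Ppara) and 6 did not pass (3 lower when adjusted over the list alone; the PPAR counts stayed as they were). Both lists were chosen by the study on these samples and are not independent evidence. Mapk8, a stress kinase, rose by a log2 fold change of 0.22 (standard error 0.05, adjusted p = 0.00205 from limma), in 6 of 6 mice, a call lost with loess on the spikes. Camera gave adjusted p values of 0.102 and 0.441. The medians of the 2 lists were -0.37 and -0.04 over all arrays, -0.37 and -0.05 with the batch as a block, -0.14 and -0.14 within the micrometre arrays, and -0.36 and -0.04 within the millimetre arrays.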

Again we see the effect on *PPAR *and *Adipocytokine signaling*. Inhibition of *PPAR signaling *represents a response to liver the adaptation on dietary lipids. Pathways of drug metabolism were also exposed.

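Of 16 genes of xenobiotic phase I metabolism, 10 rose with TCPOBOP on the cholesterol diet, 1 fell (Cyp2c40, by 0.72 on the log2 scale) and 5 did not pass the test in limma, with the same counts when adjusted over the list alone. Cyp3a25 rose by a log2 fold change of 1.77 (standard error 0.11, adjusted p = 2.49e-11 from limma), and Cyp1a2 by 1.77 (standard error 0.18, adjusted p = 7.71e-08 from limma), each in 6 of 6 mice. Cyp3a11 rose by 1.39 (standard error 0.21, adjusted p = 2.05e-05 from limma); it was saturated on 5 of the 6 TCPOBOP arrays, which can hold this value down. Camera called the list higher (adjusted p = 1.12e-04), which was lost with an adjusted p = 0.0884 with an estimated correlation. For the 9 genes of Table 5, which are not independent evidence, 6 rose and 1 fell, the same over the list alone, and camera's call (adjusted p = 8.69e-05) held with an estimated correlation (adjusted p = 0.033). Of the 8 ABC transporters, 2 rose and 2 fell, the same over the list alone (median -0.12, mean of the other sign 0.08, camera adjusted p = 0.824). Of 6 genes of the complement and coagulation cascade, 3 fell and 3 did not pass (camera adjusted p = 0.0286, and adjusted p = 0.247 with an estimated correlation). The median of the phase I list was 1.44 over all arrays, 1.45 with the batch as a block, 1.66 within the micrometre arrays and 1.22 within the millimetre arrays.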

**Table 5:** Gene annotation of differentially expressed genes

**KEGG pathway**	**No of genes**	**Genes**
**TCPOBOP in normal mouse liver**		
Adipocytokine signaling pathway	10	*Pck1, Adipor1, Ppara, Mapk9, Cpt1a, Slc2a1, Nfkbia, Stat3, Adipor2, Slc2a4*
Metabolism of xenobiotics by cytochrome P450	8	*Cyp1a2, Cyp2b13, Cyp2b10, Cyp2c40, Cyp2e1, Cyp2b9, Cyp3a25, Cyp3a13*
PPAR signaling pathway	7	*Pck1, Cyp8b1, Ppara, Apoa5, Cpt1a, Cyp27a1, Pparg*
ABC transporters – General	6	*Abcc2, Abcb11, Abca1, Abcc1, Abcb4, Abcc3*
Complement and coagulation cascade	6	*Hc, C2, C4bp, Serping1, C9, Fgb*
Insulin signaling pathway	5	Pck1, Fasn, Mapk9, Ppp1r3c, Slc2a4
Arachidonic acid metabolism	5	*Cyp2b13, Cyp2b10, Cyp2c40, Cyp2e1, Cyp2b9*
Linoleic acid metabolism	5	*Cyp1a2, Cyp2c40, Cyp2e1, Cyp3a25, Cyp3a13*
Biosynthesis of steroids	4	*Lss, Sqle, Hmgcr, Sc5d*
**Cholesterol diet**		
Biosynthesis of steroids	13	*Dhcr7, Lss, Mvk, Nsdhl, Idi1, Cyp51a1, Sqle, Hmgcr, Mvd, Fdps, Fdft1, Dhcr24, Sc4mol*
Metabolism of xenobiotics by cytochrome P450	4	*Cyp2f2, Cyp2c40, Cyp3a25, Cyp3a13*
PPAR signaling pathway	4	*Ppara, Scd1, Scp2, Apoc3*
Terpenoid metabolism	4	*Idi1, Sqle, Fdps, Fdft1*
**TCPOBOP in hyperlipidemic mouse liver**		
Biosynthesis of steroids	10	*Lss, Mvk, Nsdhl, Cyp51a1, Hmgcr, Mvd, Fdps, Fdft1, Dhcr24, Sc4mol*
PPAR signaling pathway	7	*Pck1, Cyp8b1, Ppara, Apoa5, Scd1, Cpt1a, Cyp27a1*
Metabolism of xenobiotics by cytochrome P450	7	*Cyp1a2, Cyp2b13, Cyp2b10, Cyp2c40, Cyp2b9, Cyp3a25, Cyp3a13*
Adipocytokine signaling pathway	6	*Pck1, Ppara, Cpt1a, Slc2a1, Adipor2, Mapk8*
Arachidonic acid metabolism	6	*Cyp2b13, Cyp2b10, Cyp2c40, Cyp2b9, Cyp4f14*
ABC transporters – General	5	*Abcg5, Abcc2, Abca1, Abcc3, Abcg8*
Linoleic acid metabolism	5	*Pla2g6, Cyp1a2, Cyp2c40, Cyp3a25, Cyp3a13*
Complement and coagulation cascade	5	*C2, C4bp, Serping1, C9, Fgb*
Butanoate metabolism	4	*Hmgcl, Hmgcs1, Acat2, Pdhb*

Gene annotation of differentially expressed genes using GeneCodis software and KEGG pathways, showing only pathways with at least four genes. Down-regulated genes are underlined.

### Expression of cholesterogenic genes depends on CAR but not SREBP2

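The effect of TCPOBOP on genes of cholesterol synthesis was compared between the diets by the interaction of treatment and diet. Across the 277 genes 0 passed an adjusted p under 0.05 for this interaction in limma, while 35 did at an unadjusted p under 0.05 and 17 at the paper's threshold. For Sc4mol the log2 fold change with TCPOBOP was larger on the cholesterol diet by 1.65 (standard error 0.51, adjusted p = 0.0895 from limma) and for Cyp51 by 1.15 (standard error 0.50, adjusted p = 0.311 from limma). As a list, the 18 genes of cholesterol synthesis differed between the diets in camera (adjusted p = 0.00356), a call lost with an adjusted p = 0.856 with an estimated correlation; 0 passed one by one, also when adjusted over the list alone. The list's median difference was 0.46 over all arrays and 0.44 with the batch as a block. It was -0.04 within the micrometre arrays and 0.62 within the millimetre arrays, so its sign did not hold within batches. The micrometre arrays hold 1 vehicle mouse on cholesterol diet, replicate 1, whose mean of -0.26 over the list was the highest of the 5 vehicle mice. Of 9 genes of the SREBP pathway and sterol sensing, 5 rose with TCPOBOP on the cholesterol diet, 1 fell (Srebf1, below background in both groups) and 3 did not pass the test in limma, with the same counts when adjusted over the list alone (camera adjusted p = 0.14). Insig2 rose by 1.18 (standard error 0.14, adjusted p = 3.90e-07 from limma), Mbtps1 by 1.53 (standard error 0.15, adjusted p = 2.72e-08 from limma) and Insig1 by 0.58 (standard error 0.20, adjusted p = 0.0291 from limma), and Srebf2 lay below background in all mice. Over the list the median was 0.25, 0.26 with the batch as a block, 0.05 within the micrometre arrays and 0.24 within the millimetre arrays. Insig1 missed the threshold with the deposited log ratios, only the 2 compared groups in the fit and array weights. It also missed it with the class comparison of the methods at an adjusted p under 0.05. The call was lost as well without any one of vehicle replicates 3 and 6 on cholesterol diet or TCPOBOP replicates 1, 4 and 5 on cholesterol diet (0.47 to 0.71, adjusted p up to 0.0876 from limma).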

TCPOBOP has up-regulated SREBP2 target genes in mice fed a 1% cholesterol-containing diet for 1 week. This was unexpected since, under excess cholesterol, the cholesterol feedback loop should prevent proteolytic cleavage and activation of SREBP2. To check whether TCPOBOP would influence proteolytic activation of SREBP2, immunoblot analysis was performed. Figure 4 shows that TCPOBOP and subsequent CAR activation did not increase the SREBP2 active form in the nucleus. We therefore propose that the observed TCPOBOP up-regulation of cholesterogenic genes is SREBP2 independent.

**Figure 4:**
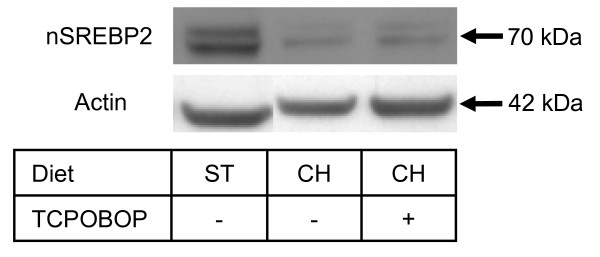
**Representative immunoblot analysis of nuclear SREBP2 in mouse liver**. Representative immunoblot analysis of nuclear SREBP2 in the liver of mice on standard or cholesterol diet and treated with TCPOBOP. No activation of SREBP2 was observed after TCPOBOP application. Diet: ST – standard diet, CH – cholesterol diet.

To evaluate whether the up-regulation of SREBP2 responsive genes by TCPOBOP might be a direct effect of CAR, RT-PCR analyses in livers of wild type and CAR knock-out mice fed with standard chow diet were performed (Table 6). Three cholesterogenic genes (*Hmgcr*, *Cyp51a1 *and *Sqle*) and two genes from the SREBP signaling pathway (*Insig1, Srebp2*) were selected while *Cyp3a11 *and *Cyp2b10 *served as positive controls for the CAR regulated genes. In wild-type mice TCPOBOP increased the expression of *Hmgcr*, *Insig1 *and *Sqle *while expression of *Cyp51a1 *and *Srebp2 *remained unchanged. TCPOBOP in CAR deficient mice lowered expression of all measured genes. Comparison of CAR -/- mice to wild-type showed a higher basal expression of SREBP2-dependent genes. These results give two possible hypotheses: CAR without the ligand might serve as a direct or indirect regulator of these genes. Since expression analysis indicated the possibility of direct regulation of SREBP-2 dependent genes by CAR, analysis of *Hmgcr*, *Sqle *and *Insig1 *promoters was performed to search for potential CAR binding sites. Using specialized software for nuclear receptor binding site search NUBIScan [21] we found no CAR (DR4, DR3, ER6) binding sites in *Hmgcr*, *Sqle *promoters. However, a DR4 site in *Insig1 *promoter was found, which was already confirmed experimentally [22].

**Table 6:** Expression of genes in knock-out mice treated with TCPOBOP as detected by RT-PCR

**Treatment**	**Gene name**	**Genotype**	
		**WT**	**CAR -/-**

**TCPOBOP**	***Hmgcr***	2.22 ± 1.38	0.35 ± 0.18*
	***Sqle***	2.18 ± 1.1*	0.69 ± 0.25*
	***Cyp51a1***	1.43 ± 0.89	0.43 ± 0.16*
	***Insig1***	1.86 ± 0.77	0.55 ± 0.24*
	***Srebp2***	1.31 ± 0.73	0.49 ± 0.20*
	***Cyp3a11***	5.82 ± 3.35*	0.44 ± 0.36
	***Cyp2b10***	5750 ± 2805*	3.59 ± 5.61

**Untreated CAR -/- *vs *WT**	***Hmgcr***	-	4.1 ± 1.26*
	***Sqle***	-	2.90 ± 0.55*
	***Cyp51a1***	-	2.81 ± 0.74*
	***Insig1***	-	3.38 ± 1.02*
	***Srebp2***	-	3.95 ± 1.14*
	***Cyp3a11***	-	3.03 ± 1.80
	***Cyp2b10***	-	0.76 ± 0.54

The effect of TCPOBOP and CAR on the expression of cholesterol synthesis and Srebp2 signaling genes as measured by RT-PCR. Cyp3a11 and Cyp2b10 serve as positive controls for CAR activated genes. Data represents fold changes ± standard deviation of treated versus vehicle treated or untreated CAR -/- versus wild type (WT). All animals were fed standard chow diet. Six animals per group were analyzed and statistical significance was determined using Student t-test. Unigene symbols were used as abbreviations. *p < 0.05.

## Discussion

Hyperlipidemias provoke cardiovascular diseases that represent a major cause of deaths in the developed world. Studies in recent years show that metabolic disturbances in the liver contribute to metabolic diseases (*i.e*. diabetes, nonalcoholic fatty liver disease (NAFLD)) and cardiovascular diseases. Nuclear receptors, such as PPARs, LXR and FXR, are important regulators of the metabolic network and are the targets of new therapeutic agents for treatment of metabolic disorders [23]. Increasing amounts of data also indicate that constitutive androstane receptor CAR plays a role in the development of metabolic disorders [24].

In the present study, we investigated CAR activation by TCPOBOP in diet-induced hyperlipidemia in the liver by using a dedicated microarray approach, liver and serum sterol measurements. CAR activation by TCPOBOP resulted in systemic dyslipidemia that includes lower serum LDL and HDL cholesterol and increased triglycerides (Additional file 2). Lower LDL-cholesterol and total plasma cholesterol are considered beneficial effects of CAR activators that result from increased liver uptake of lipoproteins by up-regulated LDLR. In addition, liver pathways for the bile acid synthesis and their removal are up-regulated, contributing to decreased serum and liver cholesterol. We observed up-regulation of CYP7A1 pathway, but only on metabolite level and not on RNA level. This discrepancy is probably due to large inter-individual variations in CYP7A1 expression which affects statistical significance. It seems that TCPOBOP activates both CYP7A1 and CYP27A1 pathways; however, without a detailed analysis of bile acid content it is not possible to conclude to what extent each pathway is affected. In diet-induced hyperlipidemia, which represents a lipid metabolic disturbance *per se*, CAR activation by TCPOBOP lowers total cholesterol and LDL, but not HDL cholesterol, whereas triglycerides remain elevated. 

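The log2 fold changes with TCPOBOP on the 2 diets, which share no array, had a Pearson's r of 0.893 and a Spearman's rho of 0.811 across the 277 genes, which are not independent replicates. Of the genes called in both in limma, 49 were higher in both, where independent lists would share 14.1, and 25 lower in both, where they would share 8.52; 0 were called in opposite directions. Within the micrometre arrays r was 0.842. Among genes of bile acid synthesis, Cyp27a1 and Cyp39a1 rose on both diets. The differences between the diets in their TCPOBOP effects were -0.17 (standard error 0.15, adjusted p = 0.743 from limma) and -0.23 (standard error 0.13, adjusted p = 0.506 from limma), with 95% intervals of -0.46 to 0.13 and -0.49 to 0.03 on the log2 scale. Neither passed the threshold. For Cyp7a1 the difference was 0.17 (standard error 0.24, adjusted p = 0.862 from limma).

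**Figure D2:**
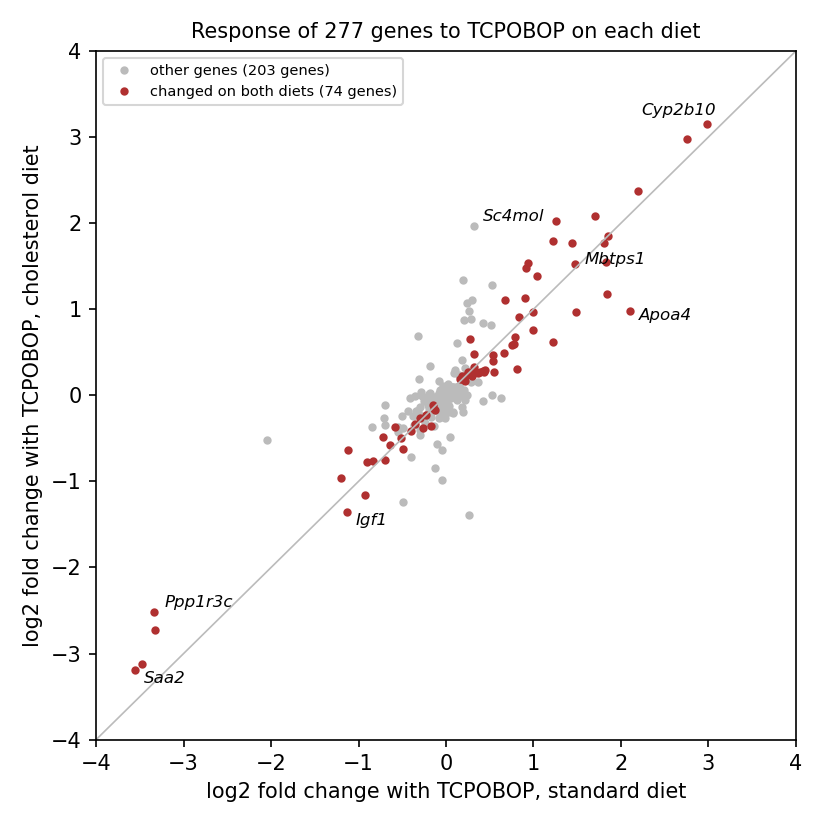
Log2 fold change with TCPOBOP of each of 277 genes on standard diet (x axis) and on the cholesterol diet (y axis). Red points are the 74 genes changed on both diets and grey points the other 203; the red points lie in the lower left or the upper right, since 0 genes were called in opposite directions.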

The cholesterol diet by itself did not change the expression of the bile acid pathways, while application of TCPOBOP led to similar changes as in the control liver (Additional file 2). As a consequence, in normal and hyperlipidemic livers this may result in altered composition of bile. A parameter of dyslipidemia is also the TCPOBOP-mediated repression of cholesterol influx from HDL to the liver in normal and hyperlipidemic mice, where HDL-cholesterol levels remain elevated. The influence of TCPOBOP on formation of HDL was shown by another study, where CAR-dependent decrease in HDL was linked to repression of ApoA-I synthesis [19]. In our study, several acute phase proteins, such as serum amyloids (Saa) and apolipoprotein A-V, were down-regulated, while apolipoprotein A-IV was up-regulated. 

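Of 11 acute phase proteins, 7 fell with TCPOBOP on standard diet, 0 rose and 4 did not pass the test in limma (8 lower when adjusted over the list alone), and on the cholesterol diet 6 fell, 1 rose (Crp) and 4 did not pass (7 lower and 2 higher over the list alone). Beside the serum amyloids, the acute phase glycoprotein Orm1 fell by a log2 fold change of -0.65 (standard error 0.18, adjusted p = 0.0058 from limma) on standard diet and by -0.57 (standard error 0.19, adjusted p = 0.0212 from limma) on the cholesterol diet, and hemopexin (Hpx) by -0.55 (standard error 0.18, adjusted p = 0.0178 from limma) on standard diet. Apoa4 rose on standard diet by 2.11 (standard error 0.20, adjusted p = 1.71e-08 from limma), in 6 of 6 mice. Of 8 genes of complement and coagulation, 7 fell on standard diet and 4 on the cholesterol diet, the same over the list alone, and 0 rose. C4bp, an inhibitor of complement, fell by -1.13 (standard error 0.14, adjusted p = 1.33e-06 from limma) on standard diet, and C9, part of the membrane attack complex, by -0.93 (standard error 0.24, adjusted p = 0.00329 from limma) there and -1.16 (standard error 0.25, adjusted p = 8.86e-04 from limma) on the cholesterol diet.
Camera called the acute phase list lower on standard diet (adjusted p = 0.0498) and not on the cholesterol diet (adjusted p = 0.0602), and the complement list lower on both (adjusted p = 0.00963 and 0.0329). All 3 calls were lost with an adjusted p = 0.628, 0.628 and 0.585 with an estimated correlation. The 6 genes of Table 5 for the complement cascade, which are not independent evidence, all fell on standard diet (camera adjusted p = 0.00431, and adjusted p = 0.124 with an estimated correlation). For acute phase and complement on standard diet the medians were -0.55 and -0.64 over all arrays, the same with the batch as a block, -0.37 and -0.39 within the micrometre arrays and -0.75 and -0.76 within the millimetre arrays. On the cholesterol diet they were -0.40 and -0.37, -0.38 and -0.38, -0.24 and -0.44, and -0.43 and -0.41. The Saa genes were not low on the array of TCPOBOP replicate 3 on the cholesterol diet. In the vehicle group on standard diet, replicate 5 stood apart and high, with a list mean of 0.58 (next 0.25) and a Saa3 log2 ratio of 1.56 (next 0.81), which adds to the fall; Saa1, Saa2 and Saa3 stayed called whichever array was left out, and the list was not tested without it.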

Low-grade inflammation is associated with an increased risk of coronary events. The marker of this is CRP (C-reactive protein) the expression of which was increased in TCPOBOP treated normal and hyperlipidemic mice. However, whether the changes induced by TCPOBOP are pro-atherogenic remains unknown.

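Crp had a log2 fold change of 0.21 (standard error 0.11, adjusted p = 0.122 from limma) with TCPOBOP on standard diet, in 5 of 6 mice above the vehicle mean, and rose by 0.31 (standard error 0.11, adjusted p = 0.0323 from limma) on the cholesterol diet, in 6 of 6 mice. Within the micrometre and the millimetre arrays the values were 0.45 and 0.09 on standard diet and 0.55 and 0.25 on the cholesterol diet, and with the batch as a block 0.21 and 0.32. On standard diet Crp passed the threshold with array weights and without any one of vehicle replicate 5 on standard diet or TCPOBOP replicate 5 on standard diet (0.17 to 0.27 with 1 array left out). On the cholesterol diet it missed the threshold with the deposited log ratios, plain subtraction, only the 2 compared groups in the fit and the replicate block. It also missed it there with the class comparison of the methods at an adjusted p under 0.05. The call was lost as well without any one of vehicle replicates 1 and 5 on cholesterol diet or TCPOBOP replicates 2, 4 and 6 on cholesterol diet (0.25 to 0.40, adjusted p up to 0.0985 from limma).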

The metabolic syndrome increases the risk for development of cardiovascular diseases, and *vice versa*. Nonalcoholic steatohepatitis (NASH) is a nonalcoholic fatty liver disease (NAFLD). It develops from liver steatosis in the presence of oxidative stress, insulin resistance, hepatotoxins and other factors [25]. A study of diet induced NASH in mice showed that CAR activation by TCPOBOP increased lipid peroxidation and oxidative stress, and thereby contributes to the development of NASH [17]. Another aspect of CAR activation and development of NAFLD is the effect of CAR on adiponectin, an adipocyte hormone, and on the PPARα signaling pathway as indicated by pathway analysis of our transcriptome data in normal and hyperlipidemic liver. Adiponectin can prevent the development of diabetes and metabolic syndrome, as it stimulates glucose utilization and fatty acid combustion in the liver [26]. Our transcriptome analysis indeed reveals that several genes of the adiponectin signaling are modulated. For instance, the adiponectin receptor II was down-regulated, a phenomenon also observed in patients with NASH [27]. 

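The other adiponectin receptor on the array, Adipor1, rose with TCPOBOP on standard diet by a log2 fold change of 0.16 (standard error 0.05, adjusted p = 0.0168 from limma), in 6 of 6 mice. On standard diet Adipor2 lay below the vehicle mean in 6 of 6 mice, and on the cholesterol diet in 6 of 6. The difference between the diets in its TCPOBOP effect was 0.13 (standard error 0.18, adjusted p = 0.862 from limma) and did not pass the threshold. On the cholesterol diet Adipor2 had -0.78 with the batch as a block, -1.05 within the micrometre arrays and -0.71 within the millimetre arrays.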

Adiponectin stimulation of fatty acid degradation is mediated by PPARα and CAR inhibition of this pathway might further contribute to promotion of a metabolic syndrome. More importantly, up-regulation of the PPARα signaling pathway is also an adaptation of the liver to hyperlipidemia, and TCPOBOP disturbed this adaptation. CAR also increased expression of *Chrebp*, which stimulates fatty acid synthesis [28]. Our data thus indicate that CAR activation in some aspects mimics the effect of insulin on the liver. CAR, similarly to insulin, inhibits liver fatty acid oxidation, gluconeogenesis and stimulates fatty acid synthesis and glycolysis. However, unlike insulin, CAR activation represses glycogen synthesis. It therefore seems that CAR stimulates glucose metabolism to acetyl-CoA, which can have a positive effect on elevated plasma glucose levels, as seen in hyperlipidemic mice. However, acetyl-CoA is used later for fatty acid and cholesterol synthesis. Elevated cholesterol biosynthesis does not result in higher liver or plasma levels, because CAR also up-regulates cholesterol removal pathways. However, increased fatty acid synthesis and repressed oxidation represent an important contribution of CAR to the development of NAFLD.

Interestingly, TCPOBOP-induced CAR also up-regulated cholesterol synthesis in hyperlipidemic liver and affected the SREBP signaling pathway [29]. Our transcriptome data indicate that TCPOBOP activates the group of SREBP2 regulated genes; however, immunoblot analysis revealed no increase in the nuclear SREBP2. This might result from a CAR-dependent up-regulation of *Insig1*, which inhibits the SREBP2 cleavage [22]. RT-PCR analysis of CAR knock-out animals treated with TCPOBOP indicate that up-regulation of cholesterogenic genes and the SREBP signaling pathway is CAR-dependent. Since no CAR binding sites were found in the two most responsive genes, HMG-CoA reductase (*Hmgcr*) and squalene epoxidase (*Sqle*), mechanisms other than direct transcriptional activation by CAR have to be considered. CAR can activate another common transcription factor, different from SREPB2, which can bind to proximal promoters of cholesterogenic genes. Alternatively, a non-activated CAR could act as a repressor of cholesterogenic genes. Again, in the absence of true CAR binding sites in promoters of these genes it is difficult to draw conclusions. However, it was reported most recently that SF3a3 functions as a co-repressor of CAR transcriptional activity independently of the presence of TCPOBOP [30].

## Conclusion

Activation of CAR by TCPOBOP alters hepatic metabolism in the livers of mice fed normal and cholesterol-containing diets. TCPOBOP increases removal of excess dietary cholesterol in serum and liver, and lowers serum glucose and liver gluconeogenesis under conditions of hyperlipidemia. On the other hand, CAR activation increases serum triglycerides and liver fatty acid synthesis, represses adaptation to hyperlipidemia, and lowers responsiveness of the liver to adiponectin. These latter effects favor the development of non-alcoholic fatty liver disease. Finally, CAR affects downstream SREBP2 signaling (without changing nuclear SREBP2 protein levels) and is thereby involved in the regulation of cholesterol synthesis.

## Methods

### Mouse experiment and preparation of liver RNA samples

All animal experiments followed the Amsterdam Protocol on Animal Protection and Welfare and were approved by the local ethics committee. Four groups (6 animals per group) of female mice C57BL/6 (Harlan) age between 18 and 19 weeks were housed in normal light-cycle room, maintained on standard rodent chow (diet 3430, Provimi Kliba SA, Kaiseraugst, CH), and allowed water and food *ad libitum*. One week prior to treatment, two groups of mice were switched to a 1% (w/w) cholesterol diet (diet Western 24769, Provimi Kliba SA, Kaiseraugst, CH). One group of mice from each diet were injected i.p. with either vehicle (corn oil, Sigma, St Louis, MI, USA) or with 3 mg/kg TCPOBOP (Bayer Ag, Wuppertal, Germany) in corn oil. After 24 hours, mice were sacrificed using CO_2 _suffocation. Blood was transferred into tubes (BD Biosciences-Pharmingen) and after centrifugation, serum was stored at -80°C. Left lateral lobes of livers were snap frozen in liquid nitrogen and stored at -80°C. Total RNA was isolated from liver using TRI-reagent (Sigma, St Louis, MI, USA) according to the manufacturer's protocol and purified by ethanol precipitation.

Experiments with CAR-/- mice were performed as described [22]. Briefly, male C57BL/6J wild type or CAR -/- mice, age 9–12 weeks, were maintained on standard laboratory chow and had free access to food and water. They were maintained in 12-hour light/dark cycle. Six mice per group were injected i.p. with vehicle (5%DMSO in corn oil) or with 10 mg/kg TCPOBOP (Bayer Ag, Wuppertal, Germany). After 12 hours mice were sacrificed and total liver RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA).

### Microarray analyses

The Steroltalk cDNA microarrays were prepared as previously described [31]. Total RNA from each animal was labeled separately, and a reference sample was prepared by pooling all RNA samples in the study in equal amounts. To each RNA sample a spike in RNA was added and transcribed to Cy3 or Cy5 labeled cDNA using amino–allyl labeling. Details of the microarray experiment are described in Additional file 3. Classification of differentially expressed genes was done in BRB-Array Tools Version 3.7.0 beta_2 release developed by Dr. Richard Simon and Amy Peng Lam using Class comparison between groups and significance threshold α = 0.05 and FDR<0.16. Genes were further annotated using GeneCodis and KEGG pathways [32]. All data have been deposited in GEO database, reference number GSE13688.

### Real-time polymerase chain reaction analyses

In studies of diet effect on TCPOBOP activation, analyses were performed using Platinum^® ^SYBR^® ^Green qPCR SuperMix-UDG (Invitrogen, Carlsbad, CA, USA) on ABI PRISM 7900 HT (PE Applied Biosystems, Foster City, CA, USA) according to manufacturer's protocols. In samples from knock-out livers, analyses were performed using LightCycler^® ^480 SYBR Green I Master on LightCycler^® ^480 (Roche Diagnostics GmbH, Mannheim, Germany), except *Cyp2b10*, which was done as described above. 18S rRNA served as internal control in both studies. Relative transcript levels were calculated by the comparative Ct (cycle threshold) method and -ΔΔCt values were used for statistical analyses [33]. Levene's test for equality of variance was performed, and Student t-test and a probability of type I error α = 0.05 was used to determine statistical significance in SPSS 14.0 (SPSS Inc., Chicago, Illinois, USA). Primer sequences and analysis details are provided in Additional file 3.

### Liver sterol analyses

Two frozen liver samples from individual animals were combined yielding three pools per treatment and sterol metabolites were isolated and analyzed as described elsewhere [34]. Levels of free lathosterol, C4 and total cholesterol were measured using GC-MS. Lathosterol is an intermediate of cholesterol biosynthesis and has been shown to correlate well with the activity of HMG-CoA reductase [35]. Free lathosterol/total cholesterol ratio was therefore used as a marker of metabolic rate of liver cholesterol biosynthesis. C4 is an intermediate of classical bile acid pathway and can be produced only by enzymatic activity (Björkhem I, personal communications). The quantity of measured sterols (ng/mg liver) was calculated using standard curve, and these values were used for statistical analyses. Details are available in Additional file 3. Levene's test for equality of variance was performed, and Student t-test and a probability of type I error α = 0.05 were used to determine statistical significance in SPSS 14.0 (SPSS Inc., Chicago, Illinois, USA). In the case of C4/cholesterol, ratio variance was not equal and so we applied Mann-Whitney U test for statistical significance.

### Measurements of serum parameters

Total serum cholesterol and triglyceride analyses were performed on RX Daytona analyser by the enzymatic colometric method using Cholesterol CHOD/PAP (Dimension^®^) and Triglycerides GPO/PAP kit (Dimension^®^) (Randox Laboratories Ltd., Crumlin, UK), respectively. HDL and LDL cholesterol levels were analyzed by Cobas Mira analyser and direct enzymatic method (Randox Laboratories Ltd, Crumlin, UK). Glucose was measured by UV test using hexokinase and glucose 6-phosphate dehydrogenase (Randox Laboratories Ltd., Crumlin, UK) using Cobas Mira analyser. All analyses were done at Veterinary Faculty, University of Ljubljana.

### Immunoblot analyses of nuclear Srebp2

Liver samples from two animals were pooled, yielding 3 biological replicas per treatment and nuclear proteins were extracted (details see in Additional file 3). Proteins were analyzed using SDS-PAGE gels NuPAGE^® ^Novex 4–12% Bis-Tris Gels and run using XCellTM Surelock Mini-Cell (Invitrogen, Carlsbad, CA, USA) according to manufacturer's protocol. Proteins were transferred to PVDF membrane HybondTM-P (Amersham Biosciences, GE Healthcare UK limited, Little Chalfont, UK) using XCell IITM Blot Module and NuPAGE^® ^Transfer Buffer (Invitrogen, Carlsbad, CA, USA) according to manufacturer's protocol. Mouse anti-Srebp2 (BD Biosciences San Jose, CA, USA) and anti-actin (Sigma, St. Louis, MI, USA) antibodies were used.

### Bioinformatical analysis of promoters

Genomic sequences from exon 2 to 10 kb distal promoter were selected and analyzed by NUBIScan software, searching for DR4, DR3 and ER6 sites with p-value cut-of at 0.05 [21].

## Authors' contributions

TR performed animal experiment on wild type mice, RNA extractions, transcriptome analysis, all RT-PCR analysis, protein isolations and western blot analysis, statistical analysis, and wrote the manuscript. VT performed knock-out animal experiments and RNA isolations under supervision of UAM. UAM also contributed to the overall idea of the study. ALS performed sterol extractions and analysis under supervision of IB. DR contributed to the overall idea and design of the study, and was supervisor of TR. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes in mouse liver after TCPOBOP treatment**. Differentially expressed genes in mouse liver after TCPOBOP treatment or cholesterol diet as detected by the Steroltalk microarray. Data represent log_2 _ratios of TCPOBOP treated versus vehicle treated on the same diet (standard or cholesterol) and vehicle treated group on cholesterol diet versus standard diet. Six animals per group were used and p-value was calculated using t-test as implemented in BRB-Array Tools. nc – no change. Click here for file

Additional file 2 **Systemic effects of TCPOBOP on liver metabolism**. Systemic effects of TCPOBOP on liver metabolism. A. Effects of TCPOBOP in conditions of normal diet. B. Effects of 1 week 1% cholesterol diet. C. Effects of TCPOBOP in conditions of high-cholesterol diet. Bold genes, metabolites or processes are up-regulated. Click here for file

Additional file 3 Additional data about materials and methods. Click here for file

# Supplementary material for: Effect of CAR activation on selected metabolic pathways in normal and hyperlipidemic mouse livers
**Source:** BMC Genomics. 2009 Aug 19;10:384. doi: 10.1186/1471-2164-10-384

Systemic effects of TCPOBOP on liver metabolism

Systemic effects of TCPOBOP on liver metabolism. A. Effects of TCPOBOP in conditions of normal diet. B. Effects of 1 week 1% cholesterol diet. C. Effects of TCPOBOP in conditions of high-cholesterol diet. Bold genes, metabolites or processes are up-regulated.

A

TCPOBOP / normal diet

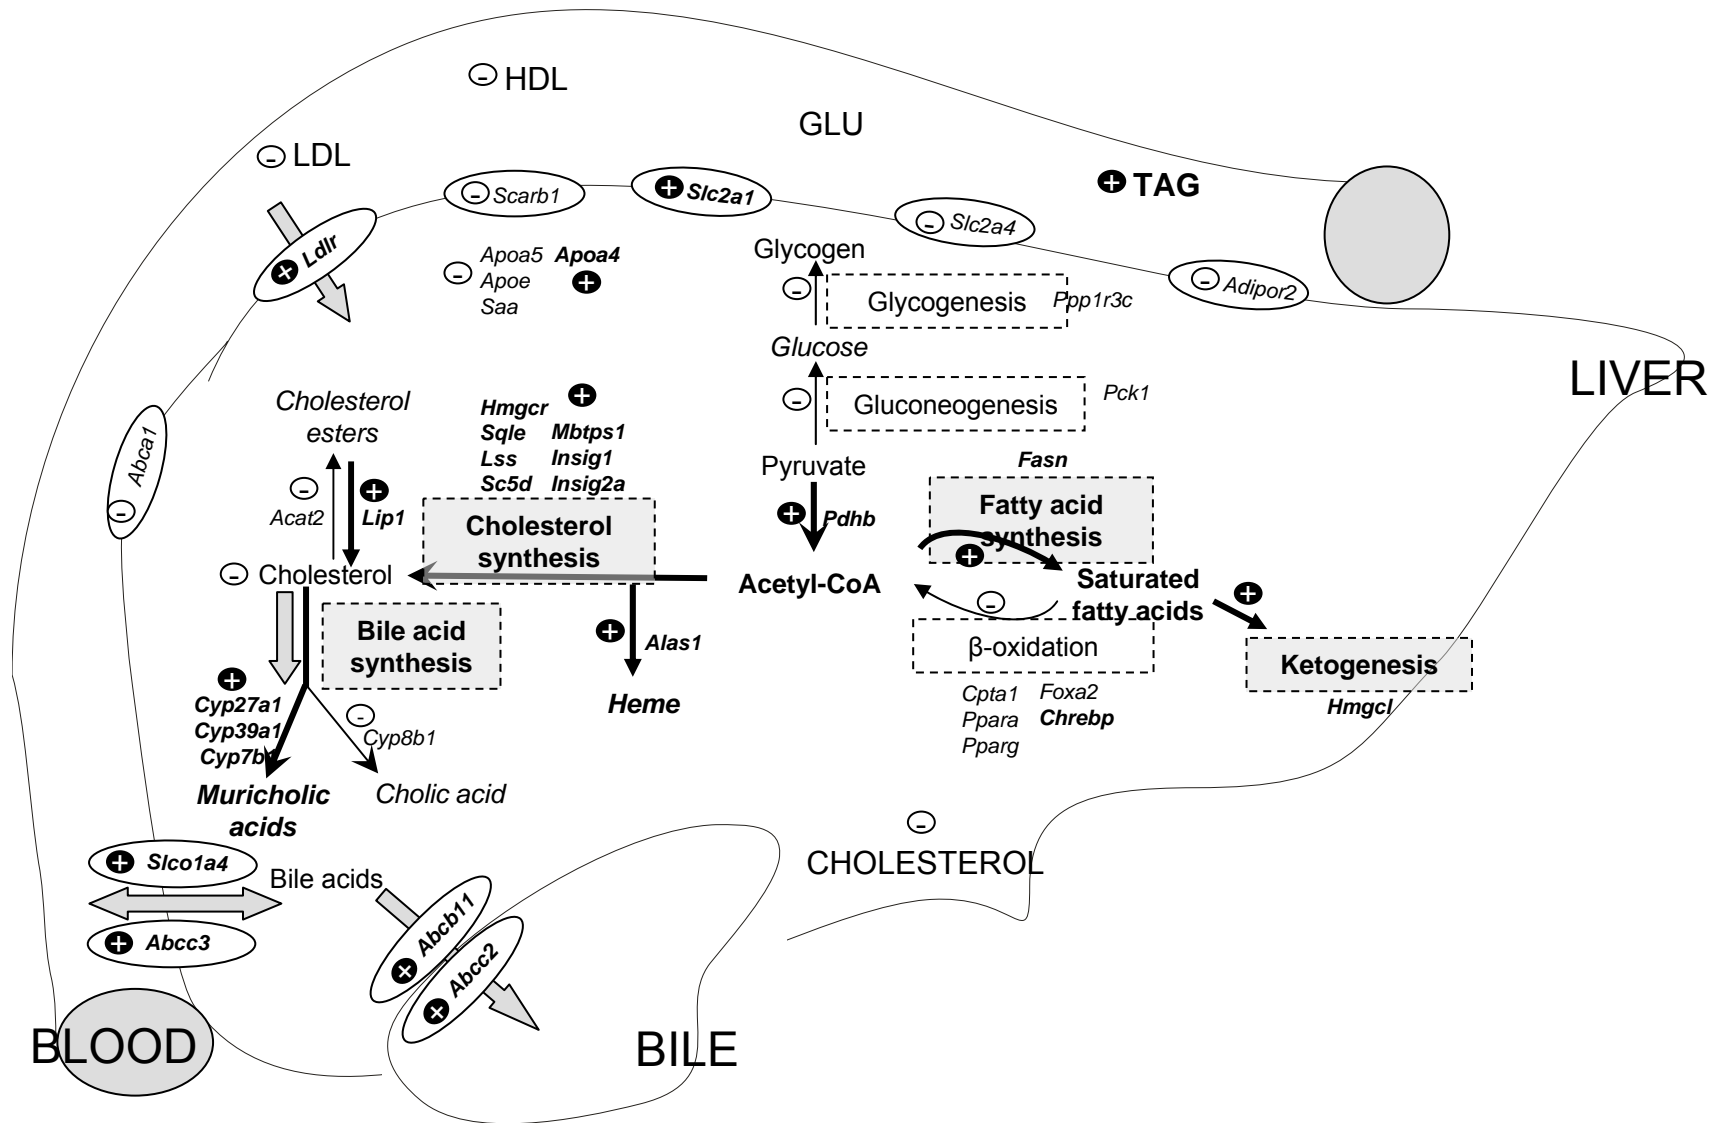

B

High fat diet / normal diet

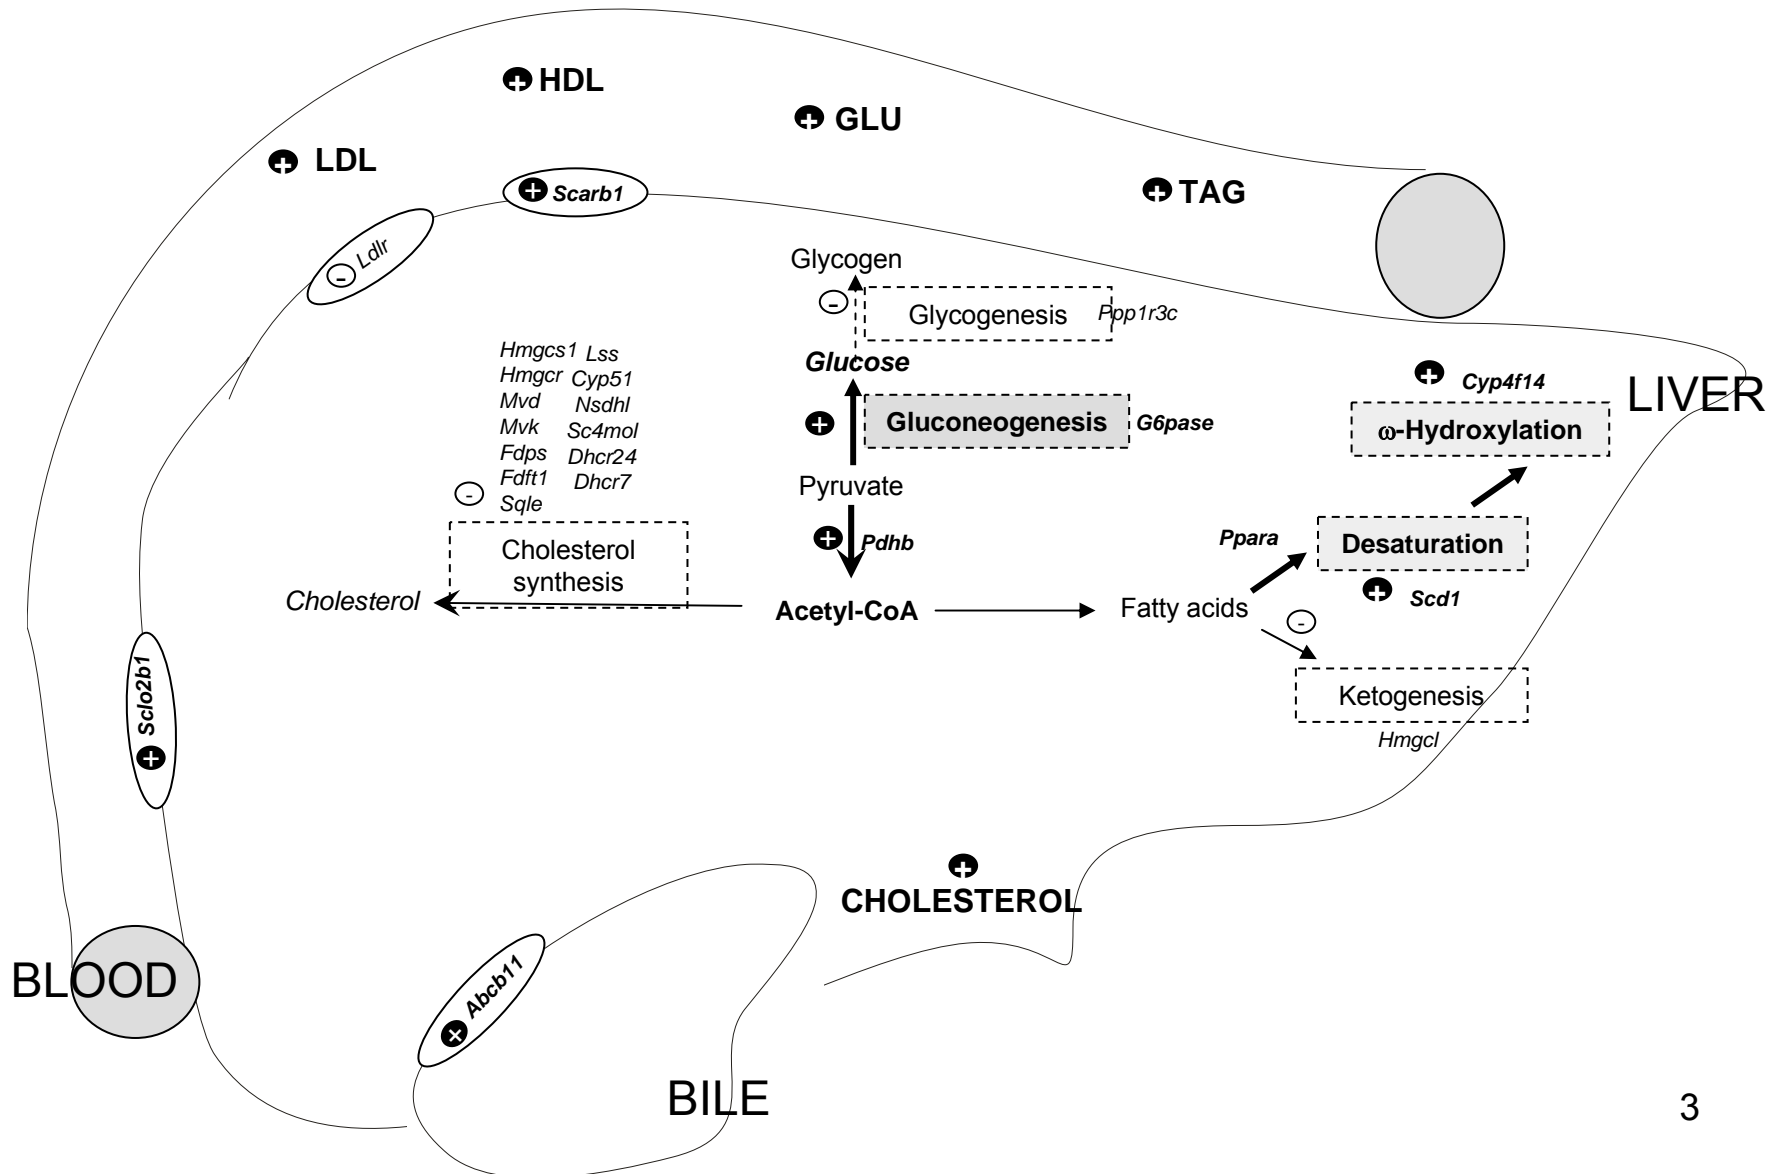

C

TCPOBOP / high fat diet

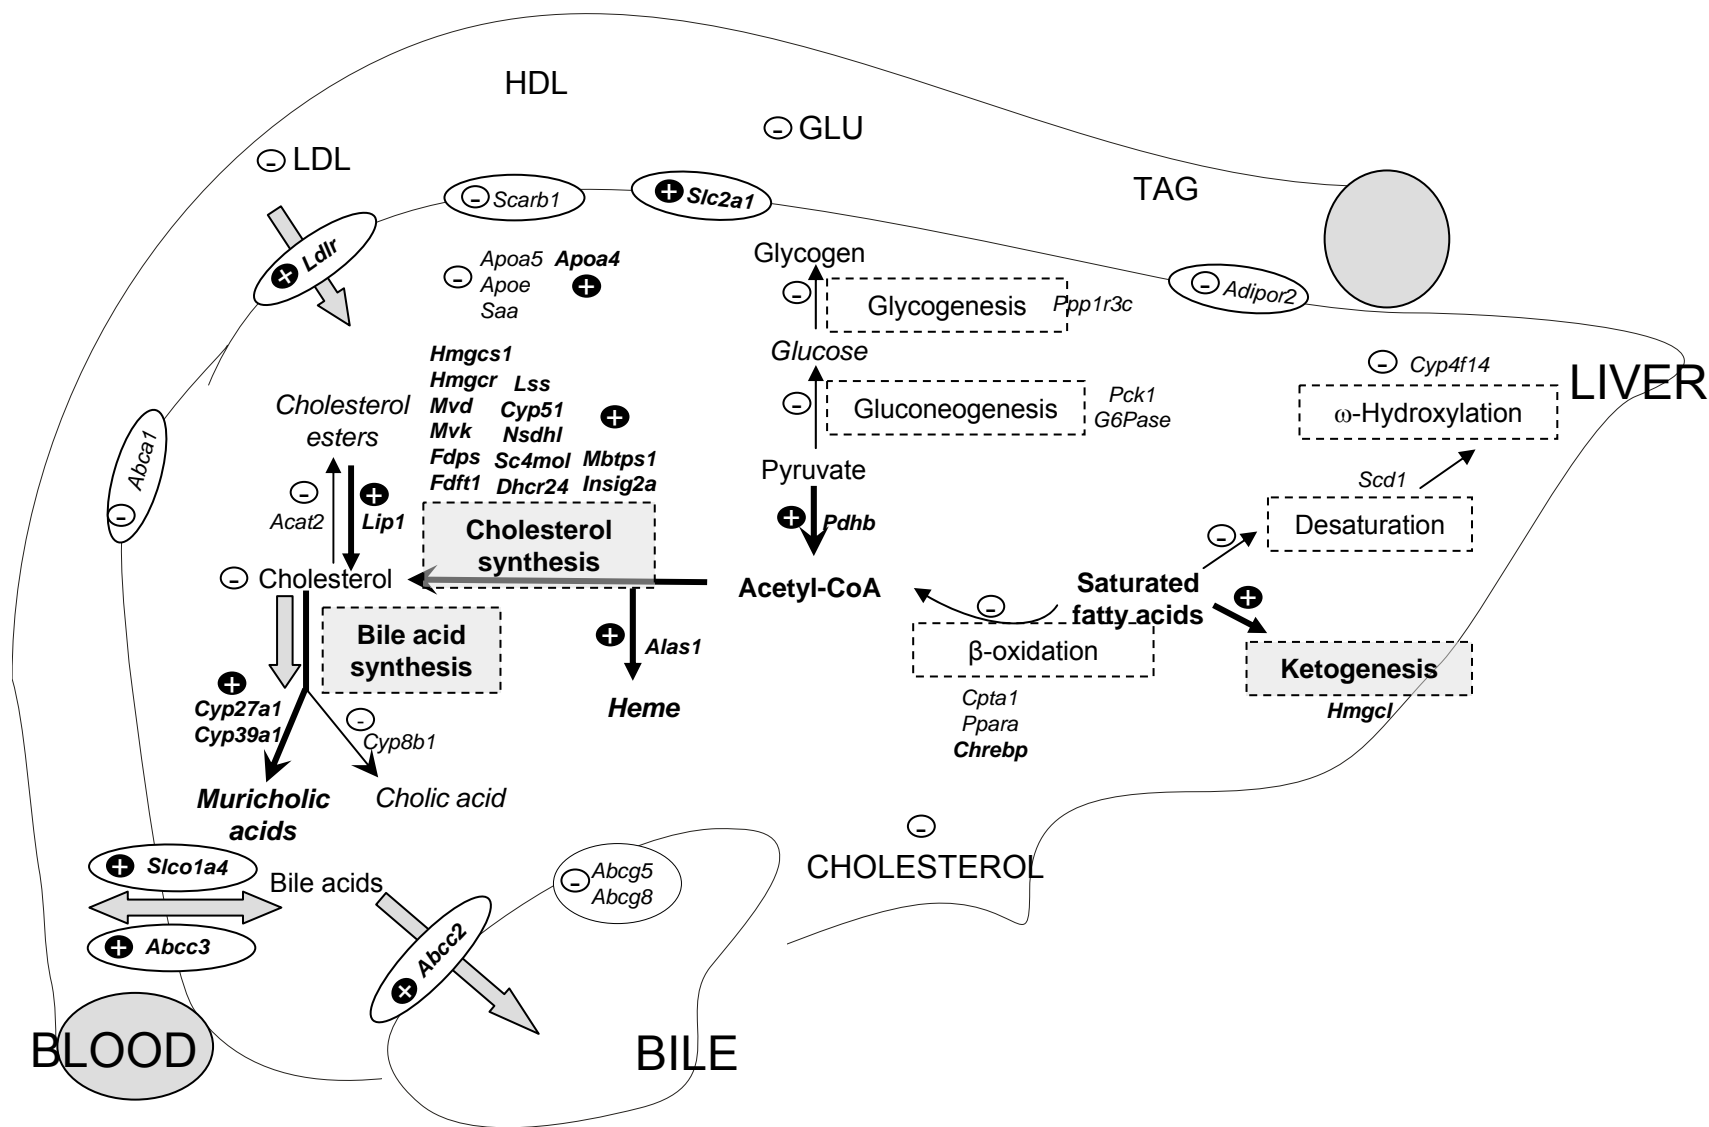

**Supplement:** Additional file 2 — Systemic effects of TCPOBOP on liver metabolism. Systemic effects of TCPOBOP on liver metabolism. A. Effects of TCPOBOP in conditions of normal diet. B. Effects of 1 week 1% cholesterol diet. C. Effects of TCPOBOP in conditions of high-cholesterol diet. Bold genes, metabolites or processes are up-regulated.

How the deposited data were processed for this re-analysis (not part of the article)

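The arrays measured liver RNA of single mice: vehicle and TCPOBOP on standard diet, vehicle, TCPOBOP and PCN (an agonist of the mouse pregnane X receptor, 40 mg/kg) on the diet with 1% cholesterol, and a further set of vehicle and PCN on standard diet hybridized against another reference pool. The labels give 42 samples, and 40 arrays with scanner values entered the fits. The scanner file of vehicle replicate 2 on cholesterol diet is missing, and 1 scanner file was deposited for both vehicle replicates 1 and 3 of the PCN set, so it was counted once, as replicate 3. The labels give ages of 19 weeks for most groups, 18 weeks for TCPOBOP and 16 weeks for PCN on cholesterol diet, and 18 to 19 weeks for PCN on standard diet. Age thus differs with treatment among the groups on cholesterol diet.
The authors deposited 2 kinds of values. The mean intensity of each spot in both channels, with the local background in its own column, stands in the scanner files as deposited, with no background subtraction and no normalization. The log2 ratios of the value table were normalized and averaged per probe by the authors before they were deposited. The scanner intensities were used for all values in the text, and the deposited log2 ratios as an alternative. On the first reference pool the log2 ratios made from the scanner intensities had a Pearson's r of 0.917 to 0.996 with the authors' deposited ones across the probes of an array, and on the other reference pool of 0.689 to 0.978.
Background was corrected with normexp (offset 50), each array was normalized by loess over its mouse spots, and the log2 ratio of the sample to the reference channel was averaged over the 3 to 6 spots of a probe. The 284 mouse probes stand for 277 genes; 6 genes have several probes, of which the brightest was used, and 5 human probes and 31 control features were left out. Probes were named by symbol (222), by a synonym in the gene table (51) or by the name in the file (11). A probe counted as above background where the mean intensity passed the background median plus 2 SDs on most of its spots. No fold is given where a probe lies below background on every array of both groups, and a lower bound where it does so, or is saturated, on every array of 1 group. The median signal of the sample channel per array and the share of probes above background were 157.68 to 297.11 and 62.0% to 79.6% in the groups on the first reference pool, and 23.6 to 137.27 and 52.5% to 69.7% in the PCN set on standard diet. The number of arrays limits the precision.
Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per group); Python 3.11.15 matched the names and drew the plots. TCPOBOP on each diet, the diet, the interaction of both, and TCPOBOP on cholesterol diet against vehicle on standard diet came from 1 fit of 4 groups, PCN on cholesterol diet and TCPOBOP against PCN from a fit of the 3 groups on that diet, and PCN on standard diet from a fit of its 2 groups. P-values were adjusted by Benjamini and Hochberg over the 277 genes, with a threshold of 0.05. Gene lists were tested with limma's camera, with its preset correlation of 0.01 and with an estimated one, and with fry. The genes named are all that the paper's text or Tables 2 to 5 name for a comparison, and the 10 genes past the threshold with the largest log2 fold change; for comparisons not in the paper's text and tables, these 10, Cyp2b10, Cyp3a11 and the lists of cholesterol and bile acid synthesis. The values in the paper's tables had been seen before this rule was set. Other members of the fixed lists are named as examples of their lists. Some genes are not reported here by name; they stay in the fits, the lists and the counts of genes.
The lists cover cholesterol synthesis, the SREBP pathway, bile acid synthesis, transporters of bile acids and xenobiotics, sterol transporters, lipoproteins and lipases, xenobiotic phase I metabolism, heme synthesis, nuclear receptors and co-regulators, liver-enriched transcription factors, glucose metabolism, fatty acid synthesis, fatty acid oxidation, insulin and adiponectin signalling, acute phase proteins, complement and coagulation, cytokine signalling, the circadian clock, oxidative stress, steroid hormone synthesis, markers of macrophages and adipocytes, and reference genes, beside the gene sets of Table 5. Each gene set of Table 5 holds the genes named there for any of its comparisons. Of 5 further lists, for phase II metabolism and for markers of blood, stellate, endothelial and bile duct cells, 0 genes are on the array.
Spike-in controls ran in the same direction on all arrays. Of 253 pairs of arrays of the 4 groups, 91 had a correlation under -0.3, all between a TCPOBOP and a vehicle array, the lowest being -0.67. The arrays were split into batches by the unit of their spot positions and, in the PCN set, by the channel balance of the spikes. Alternatives for background correction, normalization, summaries, test, threshold, fit, blocking, array weights and each array left out in turn were run, and their effect is given in the closing section. The paper's class comparison was rerun as a t-test of 2 groups with equal variances on the values made here. It was read at the paper's threshold and at an adjusted p under 0.05. Of 355 values of named genes, 2 lost their call at the first and 24 at the second.
The procedure was tested on simulated data for 277 genes in 20 runs, with noise independent between genes. At a simulated log2 change of 0.5 it called 71% (interaction) to 85% (TCPOBOP on standard diet) of the changed genes with the right sign, and at a change of 1 from 91% to 97.8%; 3.34% to 5.01% of the calls were of unchanged genes. Camera called a list of 18 genes shifted by 0.5 in 20 of 20 runs and an unshifted one in 0. Genes that vary together were not simulated, so these runs cannot show how often camera's preset correlation gives false calls for the real lists.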

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

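The tests of the batches, of the vehicle group, of single vehicle arrays and of Cyp2b10 in the paragraphs here were chosen only after the results were seen.
Among 93 named genes, single arrays stood far from the others of their group for 7 genes with vehicle and 4 with TCPOBOP on standard diet, for 2 with vehicle, 14 with TCPOBOP and 6 with PCN on cholesterol diet, and in the PCN set on standard diet for 4 with vehicle and 6 with PCN. Chance gives such an array in about 5% of groups. In the group with TCPOBOP on cholesterol diet, replicate 3 was the array apart most often, for 6 of the 14 genes. The mean log2 ratio of the acute phase proteins was 0.58 in vehicle replicate 5 on standard diet and 0.092 in TCPOBOP replicate 3 on cholesterol diet, each apart from its group. That of the genes of fatty acid synthesis was -0.64 in vehicle replicate 6 on standard diet. PCN replicate 3 on standard diet had 69.7% of its probes above background, apart from its group.
The effect of TCPOBOP differed between the diets in camera for the list of cholesterol synthesis (adjusted p = 0.00356), for fatty acid synthesis (adjusted p = 0.00356) and for the steroid synthesis genes of Table 5 (adjusted p = 0.00265); with an estimated correlation the adjusted p was 0.856, 0.167 and 0.376. PCN is not among the comparisons in the paper's text and tables: it changed 3 genes on cholesterol diet and 7 on standard diet, and 76 genes differed between TCPOBOP and PCN on cholesterol diet, at an adjusted p under 0.05 from limma.
Other splits of the same arrays were run to see how often they call as many genes, 100 splits for each comparison with the real one included. Only 1 of the 100, the real one, called as many for TCPOBOP on standard diet (120 genes, highest other split 50), the cholesterol diet (40, highest other 31), TCPOBOP on cholesterol diet (104, highest other 79), TCPOBOP on cholesterol diet against vehicle on standard diet (86, highest other 43), TCPOBOP against PCN (76, highest other 40) and PCN on standard diet (7, highest other 4). This argues against chance for these comparisons. For PCN on cholesterol diet 3 of 100 splits called as many as the real 3, fewer than the limit set beforehand. The highest other called 8, so the splits do not exclude chance there. For the interaction the splits decide nothing, since each of the 100 calls at least its 0 genes in limma (35 at an unadjusted p under 0.05); the highest other called 13. In the PCN set a split that follows the channel balance of the spikes, 5 arrays against 6, called 11 genes, more than the real 7. The 100 splits did not draw it, so they do not exclude chance for PCN on standard diet. With that balance as a block 7 genes were called.
Of 18 cholesterol synthesis genes, 12 rose with TCPOBOP on the cholesterol diet, 2 fell (Acat2 and Idi1) and 4 did not pass; camera's call of the list (adjusted p = 0.0329) was lost with an adjusted p = 0.685 with an estimated correlation. The batches of spot positions as the whole cause are argued against by the median of 1.10 within the larger batch, the millimetre arrays (it was -0.044 within the micrometre arrays, with 1 vehicle mouse), and a single vehicle array by the count of called genes, of which no fewer than 9 of 12 stayed called without any 1 vehicle array. That the vehicle group on this diet lies low, and not the TCPOBOP group high, stays open, since PCN treated mice were not clearly lower: the median difference between TCPOBOP and PCN over the list was 0.14. This value is not steady: it was 0.0056, 0.29, 0.087, 0.012 and 0.26 without TCPOBOP replicate 1, 2, 4, 5 or 6, 0.063, 0.015 and 0.31 without PCN replicate 1, 2 or 3, -0.042 within the millimetre arrays and 0.43 within the micrometre arrays. A response to either drug on this diet was not separated from a low vehicle group. By the labels the PCN mice were 16 weeks old, the TCPOBOP mice 18 and the vehicle mice 19, so age differs with treatment as well.
In TCPOBOP replicate 3 on cholesterol diet the log2 ratio of Saa1 was 0.34, of Saa2 0.34 and of Saa3 0.72, while in the other 5 mice of the group Saa1 ran from -4.33 to -2.79. RNA of a vehicle mouse on this array is argued against by Cyp2b10, which lay 2.40 above the highest of 11 vehicle arrays. Over the genes that rose with TCPOBOP on standard diet, the rise on this array was 0.736 of the median rise on the other TCPOBOP arrays, between the bounds set for it beforehand. A general acute phase response in this mouse may account for it and stays open: the median log2 ratio of 8 other acute phase genes was 0.0166 there and -0.27 to -0.06 in the other mice. Its mean of 0.092 over the whole acute phase list lay within the range of the vehicle mice on this diet, -0.23 to 0.14. The list was thus not raised over vehicle, and a response was not separated from an absent fall.
PCN changed few genes. A larger spread among the PCN arrays on cholesterol diet is argued against by a median SD of 0.137, against 0.140 with vehicle and 0.156 with TCPOBOP, and saturation of Cyp3a11 by the 0 vehicle arrays of that diet with saturated spots. In the PCN set on standard diet the median residual SD was 0.164, against 0.151 in the 4 groups, and whether this spread lowered the count cannot be told apart from a small effect, since it lies between the bounds set. No biological explanation was tested.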

How the results depend on the processing

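The median foreground, the 2 further uses of the deposited log ratios (median centred, and of the same arrays only), the block and the split by channel balance and the splits by spot positions were chosen after seeing the data; the other choices were made before the data were examined. Keeping spots that the files mark was not run, since the files hold no such marks. Of 12800 values of named genes under an alternative, 12069 kept their side of the threshold (379 of them uncalled in both with another sign, the others with the same sign), 447 were called and lost the call, 274 gained a call and 10 turned direction. The cause was not tested for any of the changes below, apart from the smaller number of arrays within a batch and of genes with deposited log ratios. Signal over background limits Srebf2, Srebf1, Irs2 and Soat2, which lie below it in all groups on the first reference pool.
With the deposited log ratios, TCPOBOP changed 74 genes on standard diet (74 with the same arrays), 68 on cholesterol diet (64 with the same arrays), 49 genes differed from PCN (48 with the same arrays), PCN changed 2 on standard diet, and with median centring of them 5 genes showed an interaction. At the paper's threshold the class comparison called 79 genes for the cholesterol diet and 6 for PCN on this diet, and limma 78 and 7, 17 for the interaction and 16 for PCN on standard diet; at an adjusted p under 0.05 the class comparison called 1 gene for PCN on cholesterol and 2 on standard diet. Scaling between arrays called 1 gene for the interaction and 1 for PCN on cholesterol diet, and leaving out dim probes 3 for the interaction. For PCN on cholesterol diet, only the 2 compared groups in the fit gave 5 genes and all arrays on the same reference 8. For PCN on standard diet, plain background subtraction gave 3, median centring 0 in limma (12 at an unadjusted p under 0.05), loess on the spikes 1 and the replicate block 1.
Within the micrometre arrays the counts in limma were 33 for TCPOBOP on standard diet, 0 for the cholesterol diet (36 at an unadjusted p under 0.05), 25 for TCPOBOP on cholesterol diet, 38 for TCPOBOP on cholesterol diet against vehicle on standard diet, 0 for PCN on cholesterol diet (14 at an unadjusted p under 0.05), 22 for TCPOBOP against PCN, and 0 and 0 for cholesterol synthesis genes lower on the diet and higher with TCPOBOP on it. Within the millimetre arrays they were 1 for the interaction and 13 for PCN on cholesterol diet, and within the arrays of low and of even channel balance 1 and 0 for PCN on standard diet in limma (40 at an unadjusted p under 0.05 where 0 passed). The lone vehicle array of cholesterol diet in the micrometre batch is assumed to vary like the other groups. The correlation across genes of TCPOBOP on the 2 diets was 0.770 with plain background subtraction and 0.842 within the micrometre arrays, and that of the diet with TCPOBOP on it -0.553 and -0.274. Within the micrometre arrays these genes turned direction: Cyp2c40 on the cholesterol diet (-0.035), and with TCPOBOP on it Abcg5 (0.011), Cyp51 (-0.14), Fdft1 (-0.25), Fdps (-0.26), Hmgcs1 (-0.076), Mvd (-0.20), Mvk (-0.018), Nsdhl (-0.21) and Sc4mol (-0.071).
With 1 array left out in turn, the counts ran from 109 to 118 for TCPOBOP on standard diet, 32 to 44 for the cholesterol diet, 85 to 113 for TCPOBOP on cholesterol diet, 0 to 6 for the interaction, 79 to 89 for TCPOBOP on cholesterol diet against vehicle on standard diet, 2 to 6 for PCN on cholesterol diet, 59 to 80 for TCPOBOP against PCN and 2 to 7 for PCN on standard diet. For the interaction the count was 1 without vehicle replicate 3 on standard diet or TCPOBOP replicates 4 or 6 on standard diet, 4 without vehicle replicate 4 on cholesterol diet, 5 without vehicle replicate 1 on cholesterol diet, and 6 without vehicle replicate 3 on cholesterol diet or TCPOBOP replicate 3 on cholesterol diet or TCPOBOP replicate 2 on standard diet. For PCN on cholesterol diet the count was 5 without vehicle replicate 1 on cholesterol diet, and 6 without vehicle replicate 3 on cholesterol diet. For PCN on standard diet the count was 2 without vehicle of the PCN set replicates 3, 5 or 6 on standard diet or PCN replicate 3 on standard diet, 3 without vehicle of the PCN set replicate 2 on standard diet, and 4 without vehicle of the PCN set replicate 4 on standard diet or PCN replicate 1 on standard diet. The correlations showed no pairing of the samples by replicate number, though they cannot exclude one. The 56 pairs of arrays with the same number had a median correlation of 0.00339, and 6 of 29 arrays correlated best with their own number. With the replicate number as a block the counts were 127, 45, 112, 0, 98, 3, 77 and 1 in the same order.
Across the settings that rescale the arrays, the median log2 fold change of all genes moved by over 0.1 with the deposited log ratios for the interaction (0.102; 0.128 with the same arrays), for TCPOBOP on cholesterol diet against vehicle on standard diet (0.101) and, with the same arrays, for PCN on standard diet (-0.185).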

Differences from the paper's values

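No test in this part was chosen after the results were seen, apart from settings named so. Of 114 log2 ratios compared with Tables 2 and 4, 14 differed by more than the SD between mice here, pooled over the compared groups, and 0 had the opposite sign. Each of the 14 was smaller in size here than in the paper, and each difference was absent with the authors' deposited log ratios. Of 17 RT-PCR folds of Table 3, 4 differed by more than the larger SD, the paper's or that of the array folds, and by more than a set ratio. The folds of the transcripts Insig2a and Insig2b were not among the 17. Present or absent refers below to the alternatives set before the data were examined.
Mbtps1 with TCPOBOP on standard diet had a log2 ratio of 1.72 in the paper and 1.48 here; the difference was absent with the deposited log ratios, and present otherwise. Mbtps1 with TCPOBOP on cholesterol diet had a log2 ratio of 2.06 in the paper and 1.53 here; the difference was absent with the deposited log ratios, and present otherwise. Cyp39a1 with TCPOBOP on cholesterol diet had a log2 ratio of 0.91 in the paper and 0.76 here; the difference was absent with the deposited log ratios and plain background subtraction, and present otherwise. Abcb11 on the cholesterol diet had a log2 ratio of 0.68 in the paper and 0.49 here; the difference was absent with the deposited log ratios and loess on the spikes, and present otherwise. Slco2b1 on the cholesterol diet had a log2 ratio of 0.25 in the paper and 0.12 here; the difference was absent with the deposited log ratios and loess on the spikes and without vehicle replicate 5 on cholesterol diet, and present otherwise. Scarb1 on the cholesterol diet had a log2 ratio of 0.31 in the paper and 0.15 here; the difference was absent with the deposited log ratios, plain background subtraction, median centring and loess on the spikes and without vehicle replicate 3 on standard diet or vehicle replicate 5 on cholesterol diet, and present otherwise. Lip1 on the cholesterol diet had a log2 ratio of 0.38 in the paper and 0.21 here; the difference was absent with the deposited log ratios, plain background subtraction and loess on the spikes, and present otherwise. Pdhb with TCPOBOP on standard diet had a log2 ratio of 0.61 in the paper and 0.53 here; the difference was absent with the deposited log ratios, plain background subtraction and median centring and without vehicle replicate 6 on standard diet or TCPOBOP replicates 2 or 3 on standard diet, and present otherwise. Cyp4f14 on the cholesterol diet had a log2 ratio of 0.98 in the paper and 0.81 here; the difference was absent with the deposited log ratios, plain background subtraction and loess on the spikes and without vehicle replicates 2, 3 or 5 on standard diet or vehicle replicates 1, 3 or 4 on cholesterol diet, and present otherwise. Mlxipl on the cholesterol diet had a log2 ratio of 1.05 in the paper and 0.85 here; the difference was absent with the deposited log ratios and plain background subtraction, and present otherwise. Crem on the cholesterol diet had a log2 ratio of 0.35 in the paper and 0.23 here; the difference was absent with the deposited log ratios, plain background subtraction, median centring and loess on the spikes and without vehicle replicate 2 on standard diet or vehicle replicates 1 or 5 on cholesterol diet, and present otherwise. Pparg with TCPOBOP on standard diet had a log2 ratio of -0.83 in the paper and -0.31 here; the difference was absent with the deposited log ratios, and present otherwise. Slc2a4 with TCPOBOP on standard diet had a log2 ratio of -0.43 in the paper and -0.34 here; the difference was absent with the deposited log ratios, plain background subtraction, median centring and loess on the spikes and without TCPOBOP replicates 2 or 4 on standard diet, and present otherwise. Igf1 on the cholesterol diet had a log2 ratio of 0.69 in the paper and 0.51 here; the difference was absent with the deposited log ratios and loess on the spikes, and present otherwise.
Cyp8b1 with TCPOBOP on cholesterol diet had a fold by RT-PCR of 0.43 ± 0.22 (SD) in the paper and the array gave 0.696-fold here; the difference was absent with the deposited log ratios and without vehicle replicate 4 on cholesterol diet or TCPOBOP replicate 6 on cholesterol diet, and present otherwise. Cyp2b10 with TCPOBOP on standard diet had a fold by RT-PCR of 291.4 ± 194.5 (SD) in the paper and the array gave 7.9-fold here; the difference was present with every alternative. Cyp2b10 with TCPOBOP on cholesterol diet had a fold by RT-PCR of 135.4 ± 40.5 (SD) in the paper and the array gave 8.91-fold here; the difference was present with every alternative. Cyp3a11 with TCPOBOP on cholesterol diet had a fold by RT-PCR of 10.8 ± 4.98 (SD) in the paper and the array gave 2.62-fold here; the difference was present with every alternative. Cyp3a11 is saturated on 5 of the 6 TCPOBOP arrays of the cholesterol diet, which can hold its fold on the array down.
The paper lists these genes as changed with TCPOBOP on standard diet, and they did not pass here. Lss had 0.51 there (adjusted p = 0.178 from limma) and passed under no setting that was run. Sqle had 0.42 there (adjusted p = 0.0663 from limma) and passed with the class comparison at the paper's threshold, limma at the paper's threshold and only the 2 compared groups in the fit, and without vehicle replicate 2 on standard diet or TCPOBOP replicates 1 or 4 on standard diet, and with the deposited log ratios after median centring, chosen after seeing the data. Sc5d had 0.28 there (adjusted p = 0.152 from limma) and passed under no setting that was run. Abca1 had -0.36 there (adjusted p = 0.0862 from limma) and passed with the deposited log ratios, median centring, loess on the spikes, the class comparison at the paper's threshold, limma at the paper's threshold, the replicate block and array weights, and with the deposited log ratios of the same arrays, chosen after seeing the data. Fasn had 0.52 there (adjusted p = 0.0705 from limma) and passed with the class comparison at the paper's threshold, the class comparison at an adjusted p under 0.05, limma at the paper's threshold, only the 2 compared groups in the fit, the replicate block and array weights, and without TCPOBOP replicate 4 on standard diet. Foxa2 had -0.19 there (adjusted p = 0.125 from limma) and passed with array weights, and without vehicle replicate 6 on standard diet. Crp had 0.21 there (adjusted p = 0.122 from limma) and passed with array weights, and without vehicle replicate 5 on standard diet or TCPOBOP replicate 5 on standard diet, and with the deposited log ratios after median centring, chosen after seeing the data. Mapk9 had -0.14 there (adjusted p = 0.0507 from limma) and passed with median centring, scaling between arrays, the median over spots, the class comparison at the paper's threshold, limma at the paper's threshold, all arrays on the same reference in the fit, the replicate block, the batch as a block and array weights, and without vehicle replicates 5 or 6 on standard diet or TCPOBOP replicates 2 or 3 on standard diet, and with the median foreground and the deposited log ratios after median centring, chosen after seeing the data. Nfkbia had -0.19 there (adjusted p = 0.173 from limma) and passed with the class comparison at the paper's threshold. Cyp2c40 had -0.40 there (adjusted p = 0.0623 from limma) and passed with plain background subtraction, the class comparison at the paper's threshold, the class comparison at an adjusted p under 0.05, limma at the paper's threshold, only the 2 compared groups in the fit, the replicate block and array weights, and without TCPOBOP replicate 6 on standard diet.
The paper lists these genes as changed on the cholesterol diet, and they did not pass here. Idi1 had 0.32 there (adjusted p = 0.0511 from limma) and passed with the deposited log ratios, plain background subtraction, loess on the spikes, dim probes left out, the class comparison at the paper's threshold, limma at the paper's threshold and array weights, and without vehicle replicates 1 or 3 on cholesterol diet, and with the deposited log ratios after median centring and the deposited log ratios of the same arrays, chosen after seeing the data. Insig2 had 0.12 there (adjusted p = 0.635 from limma) and passed under no setting that was run. Abca1 had 0.07 there (adjusted p = 0.885 from limma) and passed under no setting that was run. Slco2b1 had 0.12 there (adjusted p = 0.327 from limma) and passed under no setting that was run. Scarb1 had 0.15 there (adjusted p = 0.286 from limma) and passed with the deposited log ratios, and with the deposited log ratios after median centring, chosen after seeing the data. Lip1 had 0.21 there (adjusted p = 0.0776 from limma) and passed with the deposited log ratios, plain background subtraction, loess on the spikes, scaling between arrays, the class comparison at the paper's threshold and limma at the paper's threshold, and without vehicle replicate 3 on standard diet or vehicle replicate 4 on cholesterol diet, and with the deposited log ratios after median centring and the deposited log ratios of the same arrays, chosen after seeing the data. Pdhb had 0.21 there (adjusted p = 0.0525 from limma) and passed with plain background subtraction, the class comparison at the paper's threshold, limma at the paper's threshold, the replicate block and array weights, and without vehicle replicate 3 on cholesterol diet, and with the deposited log ratios after median centring, chosen after seeing the data. G6Pase had 0.88 there (adjusted p = 0.0525 from limma) and passed with the deposited log ratios, plain background subtraction, dim probes left out, the median over spots, the class comparison at the paper's threshold, limma at the paper's threshold, only the 2 compared groups in the fit, all arrays on the same reference in the fit and array weights, and without vehicle replicates 4 or 6 on standard diet or vehicle replicate 1 on cholesterol diet, and with the median foreground, the deposited log ratios after median centring and the deposited log ratios of the same arrays, chosen after seeing the data. Gapdh had 0.40 there (adjusted p = 0.248 from limma) and passed under no setting that was run. Scd1 had 1.33 there (adjusted p = 0.0525 from limma) and passed with the deposited log ratios, plain background subtraction, loess on the spikes, dim probes left out, the class comparison at the paper's threshold, limma at the paper's threshold and the batch as a block, and without vehicle replicate 3 on cholesterol diet, and with the deposited log ratios after median centring and the deposited log ratios of the same arrays, chosen after seeing the data. Crem had 0.23 there (adjusted p = 0.0864 from limma) and passed with the deposited log ratios, the class comparison at the paper's threshold, the class comparison at an adjusted p under 0.05, limma at the paper's threshold, only the 2 compared groups in the fit and array weights, and with the median foreground, the deposited log ratios after median centring and the deposited log ratios of the same arrays, chosen after seeing the data. Ppara had 0.39 there (adjusted p = 0.0525 from limma) and passed with plain background subtraction, scaling between arrays, dim probes left out, the class comparison at the paper's threshold, limma at the paper's threshold and array weights, and without vehicle replicate 6 on standard diet or vehicle replicate 6 on cholesterol diet, and with the deposited log ratios after median centring, chosen after seeing the data. Ppp1r3c had -0.51 there (adjusted p = 0.0677 from limma) and passed with the class comparison at the paper's threshold, the class comparison at an adjusted p under 0.05, limma at the paper's threshold, only the 2 compared groups in the fit and array weights. Apoc3 had 0.31 there (adjusted p = 0.101 from limma) and passed with the class comparison at the paper's threshold, limma at the paper's threshold and the replicate block. Cyp2f2 had 0.32 there (adjusted p = 0.256 from limma) and passed under no setting that was run. Scp2 had 0.32 there (adjusted p = 0.114 from limma) and passed with the deposited log ratios, the class comparison at the paper's threshold and limma at the paper's threshold, and with the deposited log ratios after median centring, chosen after seeing the data.
With TCPOBOP on cholesterol diet the same holds for 6 genes of Tables 2, 4 and 5. Cyp8b1 had -0.52 there (adjusted p = 0.217 from limma) and passed without vehicle replicate 4 on cholesterol diet. Abca1 had -0.35 there (adjusted p = 0.124 from limma) and passed with median centring, loess on the spikes and the replicate block, and without TCPOBOP replicate 3 on cholesterol diet, and with the deposited log ratios after median centring, chosen after seeing the data. Pck1 had -0.37 there (adjusted p = 0.0951 from limma) and passed with the class comparison at the paper's threshold and limma at the paper's threshold, and without vehicle replicate 1 on cholesterol diet, and with the deposited log ratios after median centring, chosen after seeing the data. Cpt1a had -0.37 there (adjusted p = 0.0631 from limma) and passed with the deposited log ratios, plain background subtraction, the median over spots, the class comparison at the paper's threshold, limma at the paper's threshold, all arrays on the same reference in the fit, the replicate block and the batch as a block, and without vehicle replicate 5 on cholesterol diet, and with the deposited log ratios after median centring, chosen after seeing the data. C2 had -0.37 there (adjusted p = 0.115 from limma) and passed without vehicle replicate 5 on cholesterol diet or TCPOBOP replicate 3 on cholesterol diet, and with the deposited log ratios after median centring, chosen after seeing the data. Fgb had -0.34 there (adjusted p = 0.202 from limma) and passed with the class comparison at the paper's threshold. Genes given as not changed in the paper's tables and called here were Pparg on the cholesterol diet, and Sqle, Insig1 and Foxa2 (higher) and Idi1 (lower) with TCPOBOP on it. In the same direction as in Tables 2 and 4, the calls here were 23 of 27 and 14 of 16 for TCPOBOP on standard diet, 18 of 24 and 4 of 11 for the cholesterol diet, and 30 of 32 and 13 of 15 for TCPOBOP on cholesterol diet. These calls need an adjusted p under 0.05 in limma, with 5 vehicle mice on cholesterol diet. The paper's need an unadjusted p under 0.05 and a false discovery rate under 0.16, with 6. Of the 7 genes of Table 4 not called for the diet, all but Gapdh passed at the paper's threshold in limma.
The paper's text describes Acat2 as forming cholesterol esters; the probe called here is the acetyltransferase of Table 2, and the probe of the sterol acyltransferase Soat2 lay below background.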

Other observations

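The lists were set before the results were seen. PCN, on the cholesterol diet, raised Cyp3a25 by a log2 fold change of 0.96 (standard error 0.14, adjusted p = 8.10e-04 from limma) and Slco1a4 by 0.95 (standard error 0.18, adjusted p = 0.00843 from limma), in 6 of 6 mice. By the labels the PCN mice on this diet were 16 weeks old and the vehicle mice 19, so age cannot be told apart from PCN. Cyp3a11, a target of the pregnane X receptor, had 0.92 (standard error 0.24, adjusted p = 0.104 from limma). None of the 18 genes of cholesterol synthesis passed in limma, adjusted over the list alone or over all genes (9 at an unadjusted p under 0.05). Camera called the list higher (adjusted p = 1.58e-05, and adjusted p = 0.57 with an estimated correlation). Its median was 0.54, with 0.89 within the millimetre arrays and -0.46 within the micrometre arrays, which hold 1 vehicle mouse on this diet. Phase I genes were called higher as a list (1 of 16, 4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0098, and adjusted p = 0.57 with an estimated correlation). On standard diet PCN raised Cyp3a41a by 1.11 (standard error 0.18, adjusted p = 0.00705 from limma), Cyp3a11 by 0.99 (standard error 0.19, adjusted p = 0.0283 from limma), Cyp3a25 by 0.89 (standard error 0.20, adjusted p = 0.0401 from limma) and Slco1a4 by 0.62 (standard error 0.14, adjusted p = 0.0412 from limma), and lowered G6Pase by -1.28 (standard error 0.19, adjusted p = 0.00535 from limma), Ppp1r3c by -0.82 (standard error 0.17, adjusted p = 0.0284 from limma) and Apoa5 by -0.49 (standard error 0.11, adjusted p = 0.0367 from limma). Only Cyp3a41a and G6Pase of these 7 stayed called whichever array was left out and with the deposited log ratios. The other 5 each lost the call with the deposited log ratios and without any one of vehicle replicates 3, 5 and 6 or PCN replicate 3 of this set (adjusted p up to 0.150). With median centring 0 of the 7 passed in limma (12 of all genes at an unadjusted p under 0.05), and G6Pase alone with loess on the spikes or the replicate block. With the channel balance as a block, G6Pase had -1.28, and -1.42 and -1.17 within the arrays of low and of even balance. The log2 fold changes of PCN on the 2 diets had an r of 0.272 across genes. Acute phase proteins as a list were called lower with PCN on standard diet (0 of 11 genes; camera adjusted p = 0.0227, and adjusted p = 0.486 with an estimated correlation), with a median of -0.40, -0.39 with the channel balance as a block, and -0.09 and -0.59 within the arrays of low and of even balance.
Against PCN on the same diet, TCPOBOP raised the list of phase I genes (8 of 16 higher, 1 lower; camera adjusted p = 5.05e-04, and adjusted p = 0.351 with an estimated correlation), Cyp2b10 by 2.89 (standard error 0.17, adjusted p = 2.20e-09 from limma). Of 11 clock genes, 2 rose (Clock and Nr1d2) and 4 fell with TCPOBOP on standard diet (Arntl by 0.30 on the log2 scale; Cry2 lies below background), and 1 rose and 4 fell on cholesterol diet (camera adjusted p = 0.555 and 0.477); 0 passed on the diet in limma (1 at an unadjusted p under 0.05). Of 29 nuclear receptors and co-regulators, 7 rose and 8 fell on standard diet (9 lower when adjusted over the list alone; Rarg, lower, lies below background in both groups), among them Nr1i3, which encodes CAR, by -0.71 and Nr1i2, the pregnane X receptor, by 0.32; on cholesterol diet 5 rose and 4 fell (Ppard lies below background), and with the diet 3 and 2 (camera adjusted p = 0.602, 0.614 and 0.282). Of 6 steroid hormone genes Cyp17a1 (1.48 and 0.97) and Cyp21a1 (0.53 and 0.47) rose on both diets (camera adjusted p = 0.578 and 0.614), while on standard diet the median of -0.03 differed in sign from the mean of 0.29. Of 2 heme synthesis genes 1 rose on both, Alas1 (camera adjusted p = 0.572 and 0.614). Cytokine signalling counted 1 higher and 2 lower on standard diet and 1 (Jun, below background in both groups) and 0 on cholesterol diet (camera adjusted p = 0.575 and 0.8). Of 5 adipocyte markers 3 fell on standard diet (Adipoq, Slc2a4 and Pparg) and 0 on cholesterol diet in limma; of 4 reference genes 2 rose on standard diet (Actb and Ppia) and 0 on cholesterol diet in limma (1 at an unadjusted p under 0.05). The 1 oxidative stress gene and the 1 macrophage marker on the array did not pass on either diet.
The interaction gave its lowest p for Cyp4f14, Abcc3, Apoa4, Pparg, Cyp2e1 and Foxa2 (adjusted p = 0.0528 from limma each), with log2 differences of -0.59, 0.77, -1.13, 0.49, 0.58 and 0.53. TCPOBOP on cholesterol diet against vehicle on standard diet changed phase I genes (10 higher, 2 lower; camera adjusted p = 1.80e-04, and adjusted p = 0.105 with an estimated correlation), acute phase proteins (1 higher, 5 lower; adjusted p = 0.0263, and adjusted p = 0.454 with an estimated correlation) and complement (0 higher, 4 lower; adjusted p = 0.0263, and adjusted p = 0.454 with an estimated correlation).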
